# Identification of WRKY transcription factor family genes in *Pinus massoniana* Lamb. and their expression patterns and functions in response to drought stress

**DOI:** 10.1186/s12870-022-03802-7

**Published:** 2022-09-01

**Authors:** Shuang Sun, Hu Chen, Zhangqi Yang, Jingyu Lu, Dongshan Wu, Qunfeng Luo, Jie Jia, Jianhui Tan

**Keywords:** *Pinus massoniana* Lamb., WRKY transcription factor, Drought stress, Exogenous hormone, Expression pattern, Functional study

## Abstract

**Background:**

*Pinus massoniana* Lamb. is the timber species with the widest distribution and the largest afforestation area in China, providing a large amount of timber, turpentine and ecological products. Seasonal drought caused by climate warming severely constrains the quality and growth of *P. massoniana* forests. WRKY transcription factors play an important role in plant responses to abiotic stress. In this study, the molecular mechanisms by which *P. massoniana* responds to drought stress were analysed based on the *P. massoniana* WRKY (PmWRKY) family of genes.

**Results:**

Forty-three PmWRKYs are divided into three major families, 7 sub-families, and the conserved motifs are essentially the same. Among these 43 *PmWRKYs* express under drought stress but with different expression patterns in response to stress. *PmWRKYs* respond to drought stress induced by exogenous hormones of SA, ABA, and MeJA. The expression of *PmWRKY6*, *PmWRKY10*, and *PmWRKY30* up-regulate in different families and tissues under drought stress, while *PmWRKY22* down-regulate. Transgenetic tobaccos of *PmWRKY31* are with lower malondialdehyde (MDA) content and higher proline (Pro) content than wild type (WT) tobaccos. In transgenic tobaccos of *PmWRKY31*, expression levels of related genes significantly improve, and drought tolerance enhance.

**Conclusions:**

This study analysed the molecular biological characteristics of PmWRKYs and investigated the expression patterns and functions of *PmWRKYs* in response to drought stress in *P. massoniana*. The results of this study provide a basis for in-depth research of the molecular functions of *PmWRKYs* in response to drought stress.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12870-022-03802-7.

## Background

Transcription factors (TFs) regulate gene expression by combining with specific *cis*-acting elements to form a unique regulatory network and play important roles in the abiotic stress response, growth and development of plants [1–3]. The WRKY TFs were first cloned from sweet potato [4]. Later, WRKY TFs were found in a variety of plants, including *Arabidopsis thaliana* [5], *Oryza sativa* [6] and *Populus trichocarpa* [7]. WRKYs have a highly conserved domain composed of 60 amino acids that contains a heptapeptide structure with a highly conserved WRKYGQK domain at its N-terminus, which is related to DNA binding activity [8]. Although the heptapeptide structure is highly conserved, WRKYGQK still has variations, such as WRKYGKK, WKKYGQK, and WRKYGRK [7]. In addition, gene function changes with the variation in conserved structure [9]. The C2H2 (CX_4-5_CX_22-23_HXH) and C2HC (CX_7_CX_23_HXC) zinc finger structures at the C-terminus participate in protein–protein interactions (PPIs) and assist in DNA binding [8, 10]. The WRKY genes can bind to the *cis*-acting element of the downstream gene promoter, which contains a very conserved (C/T)TGAC(T/C) sequence called the W-box [11]. WRKY genes bind to this element, thereby activating downstream gene expression. In addition, WRKY genes can also function by combining with elements such as W-box, PRE4, PRE2, G-box, WK box and SURE [12–14].

Drought is an important abiotic stress factor that hinders plant growth and development and is a frequent cause of damage. Plants can regulate their resistance to drought stress through the WRKY regulatory network and hormone signal transduction. For example, *HbWRKY1* expression in *Hevea brasiliensis* [15] and *HrWRKY21* expression in *Hippophae rhamnoides* [16] are upregulated in response to drought stress. *GhWRKY41* and *ThWRKY2* enhance the drought tolerance of cotton and *Tamarix hispida* [17, 18]. *EjWRKY17* from *Eriobotrya japonica* enhances drought tolerance in transgenic *Arabidopsis* [19]. WRKY genes can also improve the drought tolerance of plants by increasing osmotic regulatory substances, such as soluble sugar and proline (Pro) and other contents, and reducing the content of malondialdehyde (MDA) [20, 21].

*Pinus massoniana* Lamb., a major plantation timber species in southern China, has excellent characteristics, such as barren tolerance, strong adaptability, fast growth, and a wide range of applications [22, 23]. However, the uneven rainfall distribution and seasonal drought in southern China [24], severely restrict the growth of *P. massoniana*. Global warming and environmental deterioration further exacerbate this problem. Therefore, research on the drought tolerance of *P. massoniana* is of great importance. There are relatively few studies on the drought tolerance mechanisms of *P. massoniana* at the molecular level. Whole-genome sequencing of the *P. massoniana* genome has not yet been carried out due to its large size (expected size of approximately 24 Gb, gigabase pairs, chromosome-level assembly). Therefore, the identification of *P. massoniana* WRKY (PmWRKY) based on transcriptome analysis is the top choice. In this study, we identified the genes in the PmWRKY family in *P. massoniana* families with different drought tolerance based on transcriptome data and analysed their physicochemical properties, phylogenetic evolution, and conserved motifs. We also analysed the expression patterns of 4 *PmWRKYs* under hormone treatment and drought stress and the drought tolerance function of *PmWRKY31* to provide a reference for the further in-depth study of the functions of *PmWRKYs* and their mechanisms of response to drought stress.

## Results

### Identification and physiochemical characteristics of PmWRKYs

Based on previous full-length transcriptome data of the second and third generations, the gene sequences annotated WRKY were obtained. A total of 496 sequences were obtained using HMMER software and the BLAST method. After removing redundant sequences, 281 candidate sequences were obtained. The conserved WRKY domains of candidate protein sequences were analysed using NCBI CD search, SMART, and Pfam. After the sequences that contain incomplete WRKY domains or do not contain WRKY domains were removed, 43 *PmWRKYs* were finally identified and named based on homologous sequence data (Supplementary Table 1).

Analysis of the physicochemical properties and functional structure of proteins revealed that the PmWRKY proteins encode 120 (PmWRKY35) to 908 (PmWRKY1) amino acids; the molecular weights of the PmWRKY proteins range from 13.48 (PmWRKY35) to 98.15 (PmWRKY1) kDa. The theoretical isoelectric point (pI) values for PmWRKYs range from 4.68 (PmWRKY10) to 10.23 (PmWRKY40), with an average pI of 7.93. Among the PmWRKYs, 15 have a pI < 7, which is relatively acidic, and 28 have a pI > 7, which is alkaline. The instability coefficient of PmWRKY40 protein is 36.07, and the instability coefficients of 42 PmWRKY proteins are all greater than 40, indicating that they are unstable proteins. Among the 43 PmWRKY proteins, only PmWRKY25 (-0.459), PmWRKY37 (-0.320), and PmWRKY39 (-0.307) have an average hydropathicity > -0.5, indicating that they are hydrophilic; the rest are hydrophobic. The subcellular localization of all proteins was predicted to be in the nucleus, with no transmembrane structure (Supplementary Table 1).

### Analysis of the phylogenetic, conserved motifs and multiple sequence alignments of *PmWRKYs*

The phylogenetic tree showed that the WRKY family can be classified into families I, II and III. Family I, which contains 2 WRKY domains and a C2H2 zinc finger structure, is further categorized into the IC and IN subfamilies. Family II, which contains a WRKY domain and a C2H2 zinc finger structure, is categorized into subfamilies IIa, IIb, IIc, IId and IIe. Family III contains a WRKY domain and a C2HC zinc finger structure [25, 26]. Families I, II and III include 13 PmWRKYs, 29 PmWRKYs, and 1 PmWRKY (PmWRKY6), respectively. The IIa, IIb, IIc, IId and IIe subfamilies includes 10, 4, 6, 6, and 3 PmWRKYs, respectively. In addition, *P. massoniana* has a close genetic relationship with *Pinus taeda* and *Picea glauca* (both in the Gymnosperm Pinaceae) (Fig. 1).

**Fig. 1:**
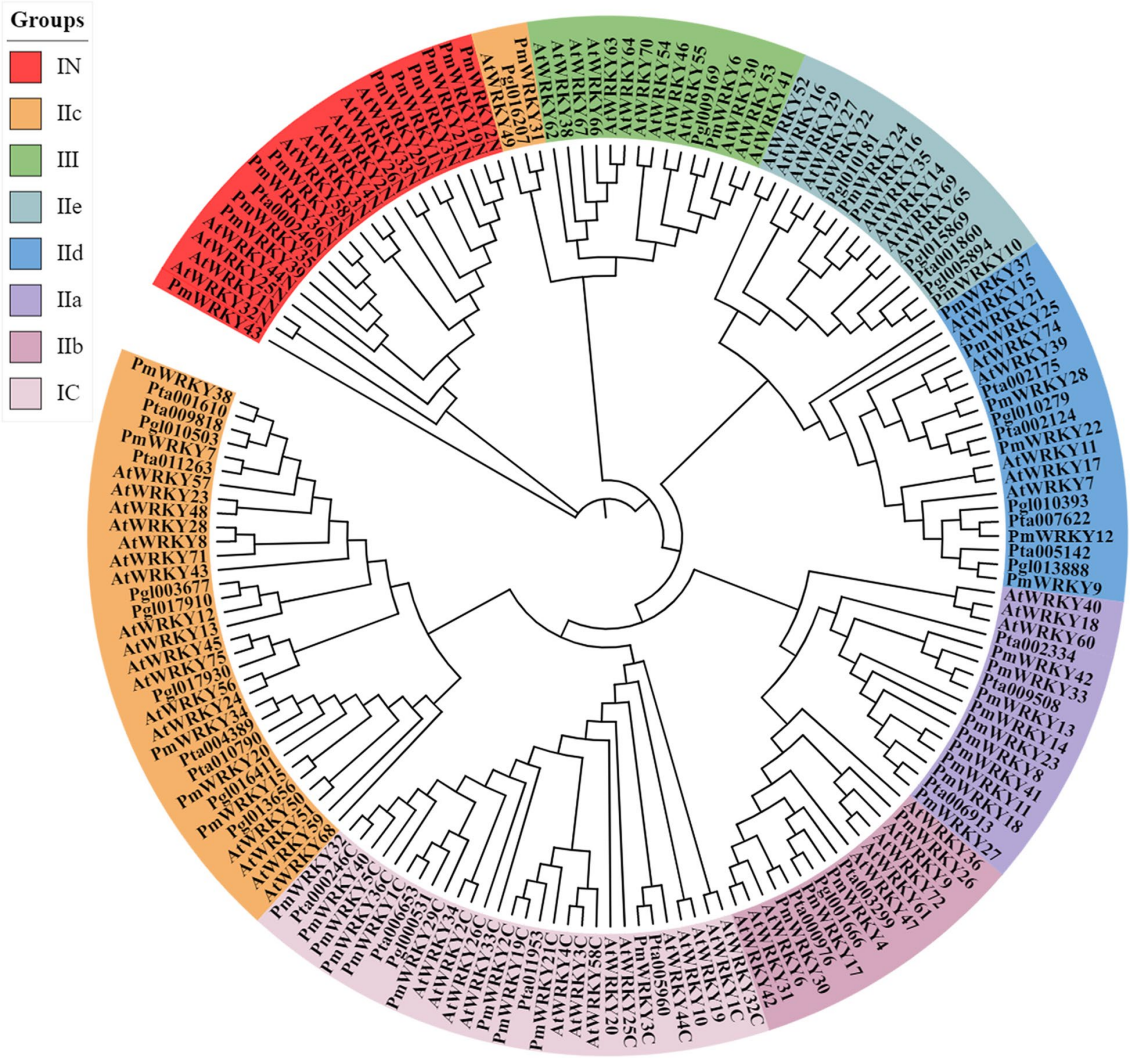
Phylogenetic tree analysis of PmWRKYs in *P. massoniana*. Reconstructed phylogenetic trees for *P. massoniana*., *Arabidopsis* (At, 72), *Pinus taeda* (Pta, 20), and *Picea glauca* (Pgl, 16). Different colours represent different subfamilies. The phylogenetic trees were generated using MEGA 7 software and iTOL

Analyses of conserved gene motifs revealed 10 conserved motifs with a length of 15–57 amino acids. Motif1 and Motif3 are conserved heptapeptide domains of WRKY. Motif1 and Motif2 distribute throughout all subfamilies, while Motif3 only distributes in subfamily I. Motif4, Motif5, and Motif6 distribute in subfamilies IIa and IIb. Motif7 distributes in family I and subfamilies IIa, IIb and IIc. Motif8 and Motif10 distribute in family I and subfamily IIa. Motif9 distributes in family I and subfamily IIe. The evolution of WRKY genes is highly conserved, and they may have similar functions. However, there are also inconsistent conserved motifs contained in the same protein subfamily; for example, PmWRKY10 in subfamily IIe contains more Motif9 than does other members (Fig. 2a, b).

**Fig. 2:**
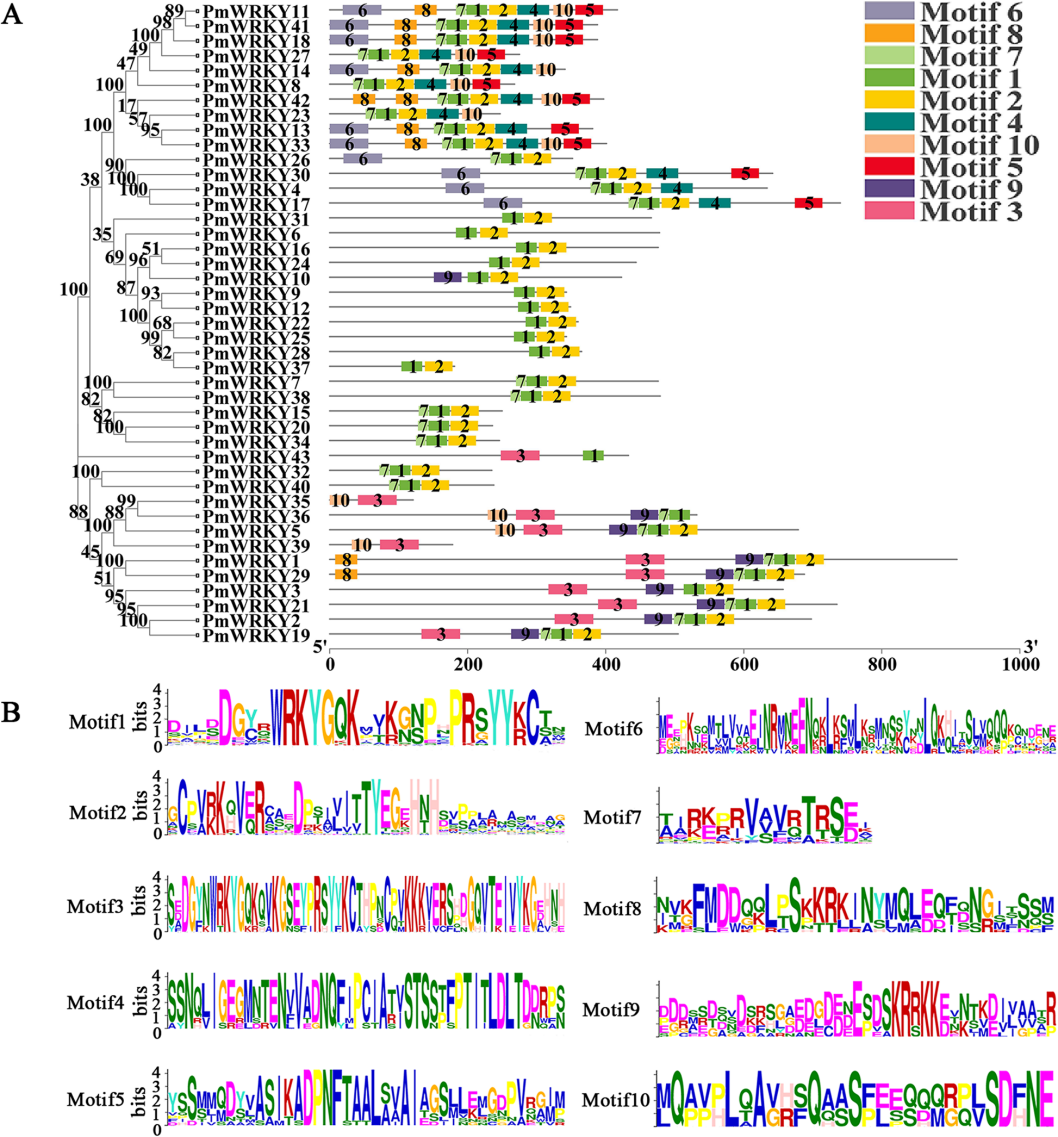
Analysis of the conserved motifs of PmWRKYs in *P. massoniana*. The 10 conserved motifs in a are represented by different numbers and colours, and the motifs in **b** correspond to those in **a**

Multiple sequence alignment of PmWRKY protein sequences revealed that the protein sequences of the same subfamily genes have high similarity, further indicating that they may have similar gene functions. Most of the PmWRKY protein sequences contain the conserved heptapeptide WRKYGQK at the N-terminus, and only 5 proteins in subfamilies IN, IId, and IIc have amino acid variations, i.e., WTKYGKR, WRKYGQN, WRKYGKK, and WRKYGRK. There is a variable zinc finger structure at the C-terminus of the sequence, such as the deletion of the zinc finger structure in the C-terminus conserved domain of PmWRKY36 and the presence of zinc finger structure variation in PmWRKY39 and PmWRKY43 proteins (Supplementary Fig. 1).

### Protein–protein interactions of PmWRKYs

The PPI network of PmWRKYs (Fig. 3) shows that most PmWRKYs can interact with more than 1 protein, e.g., PPIs between PmWRKY40 and PmWRKY30 and PPIs between PmWRKY6 and PmWRKY20. PmWRKY40 (AtWRKY33) plays an important role in the entire PPI network. AtWRKY33 *is* involved in the response to various abiotic stresses. Hence, PmWRKY40 may have similar functions [27].

**Fig. 3:**
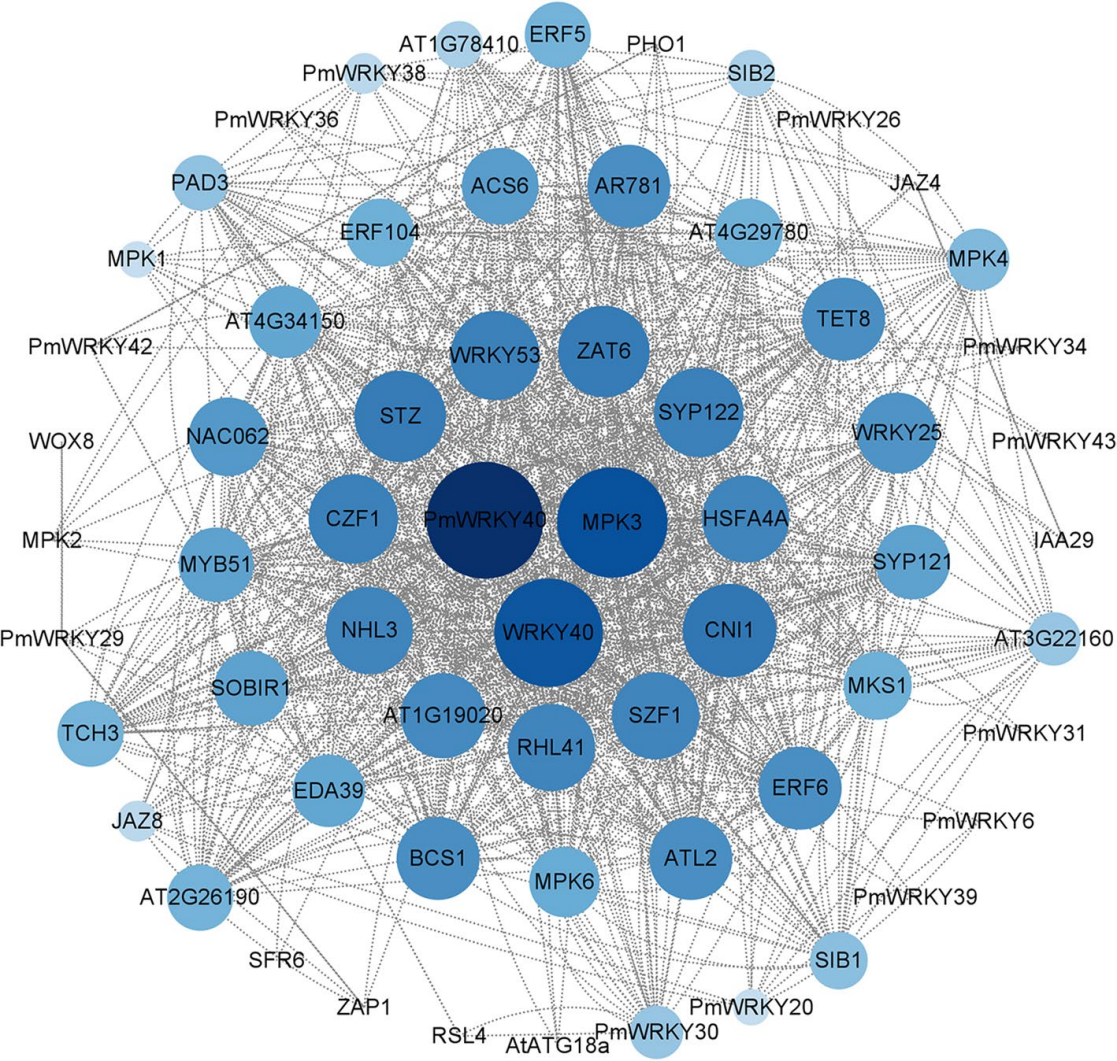
Prediction of the protein–protein interaction (PPI) network between PmWRKYs and *Arabidopsis* proteins. The PPI network of PmWRKYs was constructed using STRING and Cytoscape software and was analysed and predicted based on the WRKY proteins of *Arabidopsis*

### Expression analysis of *PmWRKY*s by RNA-seq

An expression heatmap of 43 *PmWRKYs* under drought conditions was generated based on the transcriptome data (Fig. 4). All the genes were expressed during drought stress. The expression of 4 genes peaked on the 7th day of drought (D1), expression of 4 genes peaked on the 7th day of drought (D2), that of 15 genes peaked on the 8th day of drought (D3), and that of the remaining genes all peaked on C1-C3. With FDR ≤ 0.001 and |log2FC|≥ 2 as significant difference gene screening standards, at the same time combined with the phylogenetic tree, we eventually chose four differentially expressed genes, *PmWRKY6*, *PmWRKY10*, *PmWRKY22*, and *PmWRKY30*, for research of expression patterns under drought stress after treatments of hormones.

**Fig. 4:**
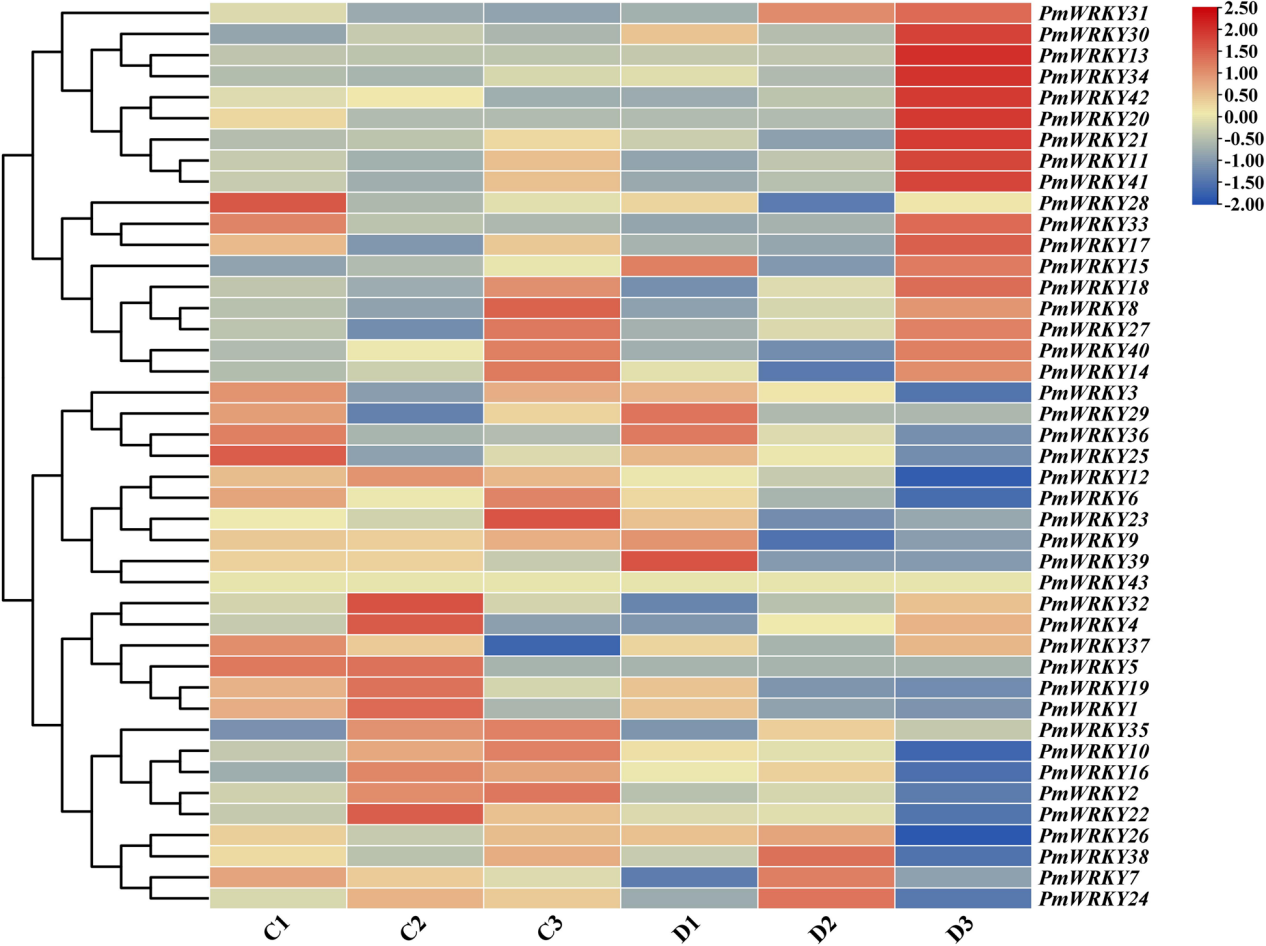
Heatmap of *PmWRKY* expression using RNA-seq data. Blue represents low expression levels, and red represents high expression levels. C and D represent the control group (normal growth, C) and the treatment group (drought stress, D), respectively; 1, 2, and 3 represent the control and drought treatments on the 7th day, 7 h after rewatering on the 8th day, and the 8th day, respectively. TBtools was used to generate the gene expression heatmap

### Analysis of the expression of *PmWRKYs* under hormone treatments and drought stress

In needles, *PmWRKYs* had same expression pattern in different drought-resistant families, but also had different expression patterns. For example, expression of *PmWRKY6* was earlier induced by MeJA and ABA in DT families, while it was induced by MD stress in DS families. The expression of *PmWRKY6* was induced by SA, MeJA and ABA in DT family in response to drought stress. *PmWRKY10* and *PmWRKY22* showed higher expression levels in DT family than in DS family at different stress stages. However, after re-watering, the expression levels of PmWRKY10 and *PmWRKY22* in DS families were significantly higher than those in DT families. Combined with the phenotypic data, it was suggested that DS families need rapid up-regulation of these genes to cope with drought stress, while DT families showed more durable drought resistance. Under SD stress, the expression of *PmWRKY30* increased sharply in DT families, but its expression under hormone treatments was lower than that of CK2, while its expression of hormone treatments was higher than that of CK2 in DS families (Fig. 5).

**Fig. 5:**
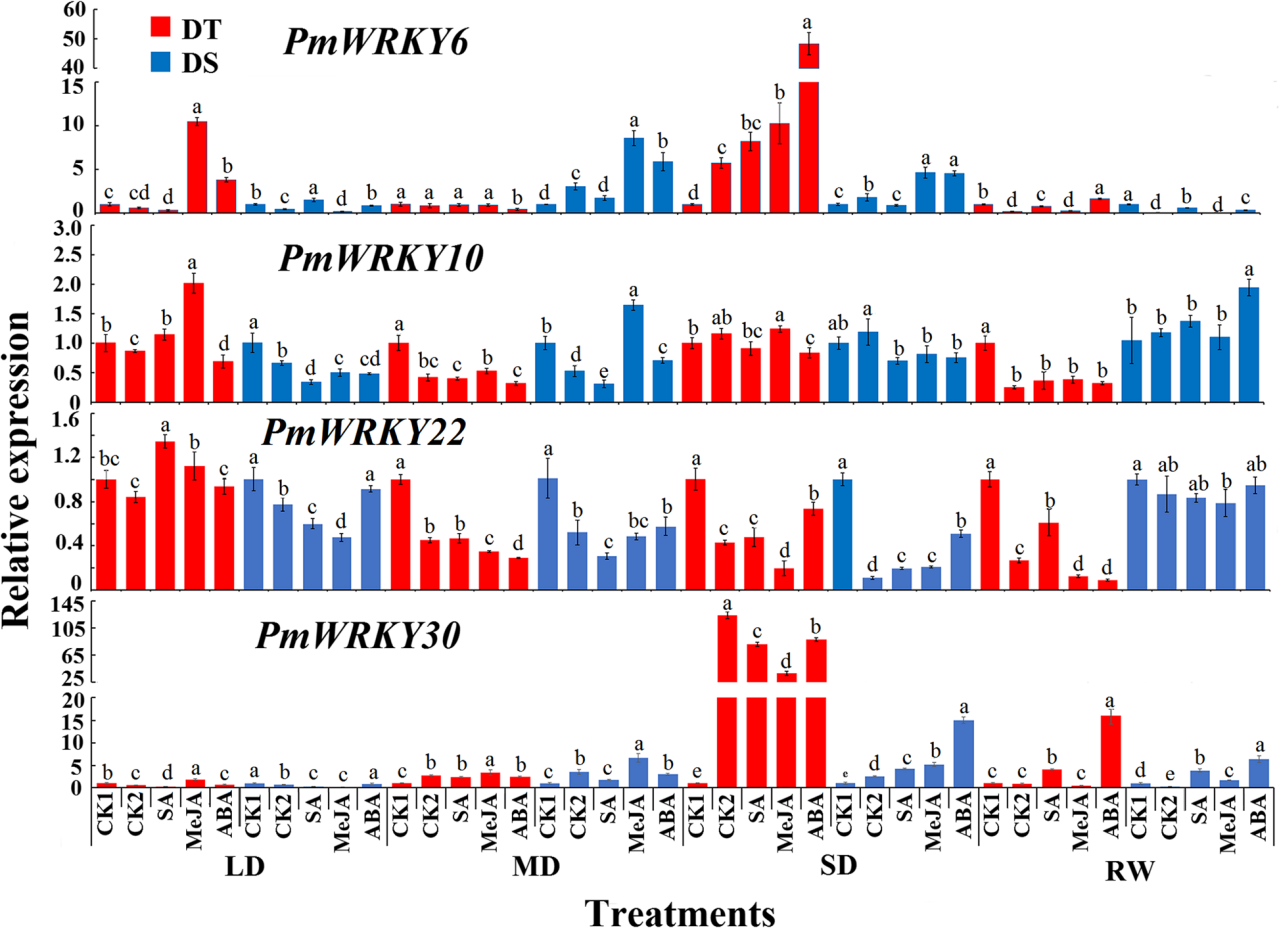
The expression patterns of *PmWRKYs* in leaves of the drought-tolerant and drought-sensitive family during drought stress. LD indicates light drought, MD indicates moderate drought, SD indicates severe drought, and RW indicates rewatering. DT indicates drought-tolerant, DS indicates drought-sensitive. Different lowercase letters indicate significant differences at *P* < 0.05

In stems, compared with CK1, expression patterns of 4 *PmWRKYs* were basically same in the two families under drought stress. Expression of *PmWRKY6*, *PmWRKY10* and *PmWRKY30* was up-regulated, while the expression of *PmWRKY22* was down-regulated. Expression of *PmWRKY6* in stems of DT was much higher than that in DS stems. Compared with CK2, there were different expression patterns for these 4 genes in different drought resistant families. Expression of *PmWRKY6* was induced by SA, MeJA and ABA in DT, and expression of 4 genes was significantly induced by ABA in DS. After re-watering, compared with CK1, only expression of *PmWRKY30* was down-regulated in drought-resistant families CK2, while the other treatments showed that expression levels of 4 genes in CK2 were significantly higher than those in CK1 and higher than those in hormone treatments (Fig. 6).

**Fig. 6:**
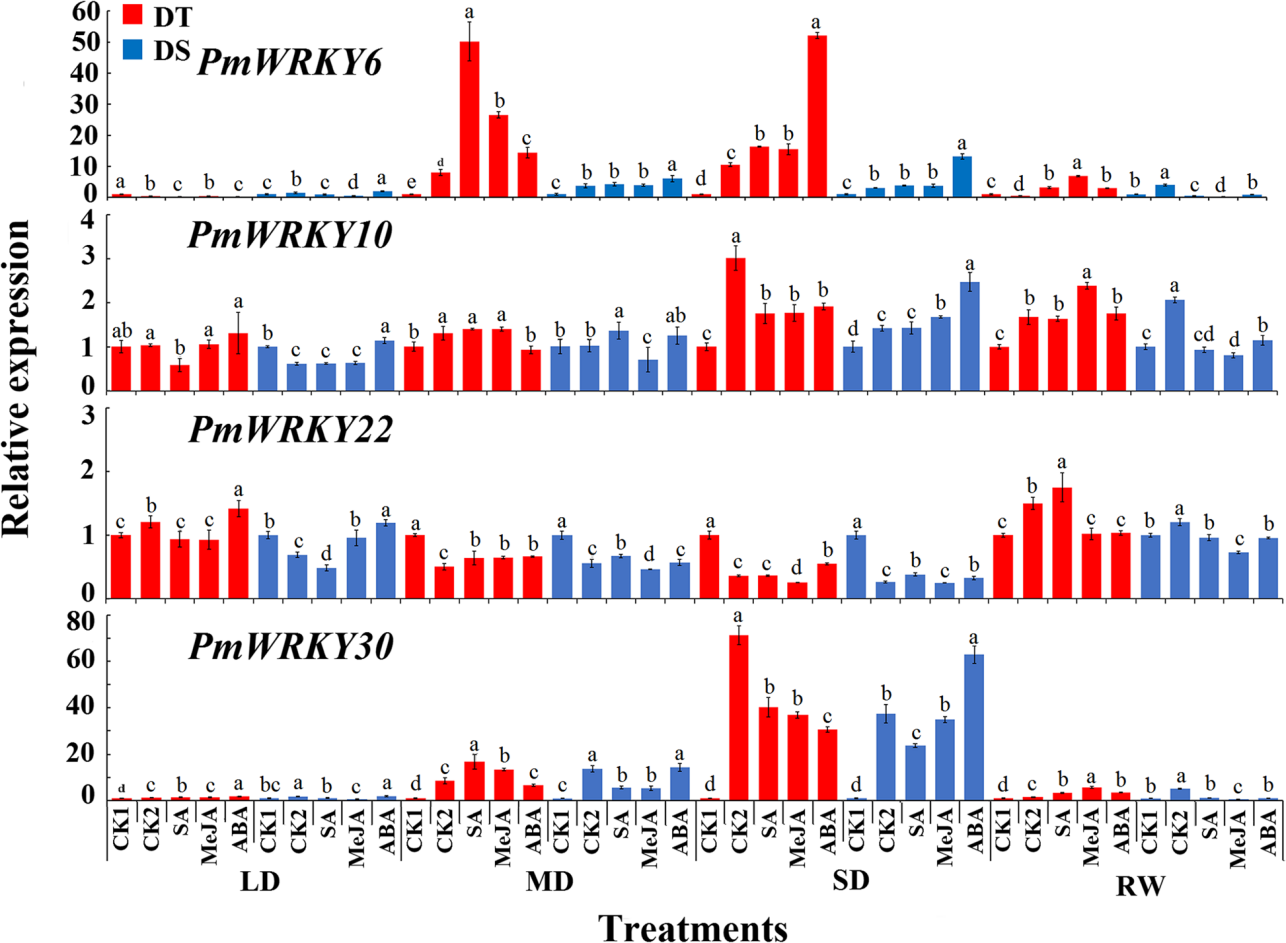
Expression patterns of *PmWRKYs* in stems of the drought-tolerant and drought-sensitive family during drought stress. LD indicates light drought, MD indicates moderate drought, SD indicates severe drought, and RW indicates rewatering. DT indicates drought-tolerant, DS indicates drought-sensitive. Different lowercase letters indicate significant differences at *P* < 0.05

In roots, compared with CK1, expression of *PmWRKY30* was up-regulated in the two families. Expression levels of *PmWRKY6*, *PmWRKY10* and *PmWRKY22* were higher than those of CK1 during light drought stress in DS, while all three genes were down-regulated in DT. Compared with CK2, *PmWRKY6* was up-regulated by MeJA and ABA in DS, and was up-regulated by SA and MeJA in DT. *PmWRKY10* and PmWRKY22 were up-regulated by MeJA in DS. In DT, *PmWRKY10* was up-regulated by MeJA and ABA, and *PmWRKY22* was up-regulated by ABA. *PmWRKY30* was up-regulated by three hormones in DT, and only up-regulated by ABA in DS. After re-watering, *PmWRKY6* and *PmWRKY30* were up-regulated by ABA in drought-sensitive families, while these two genes were induced by SA and MeJA in drought-resistant families (Fig. 7).

**Fig. 7:**
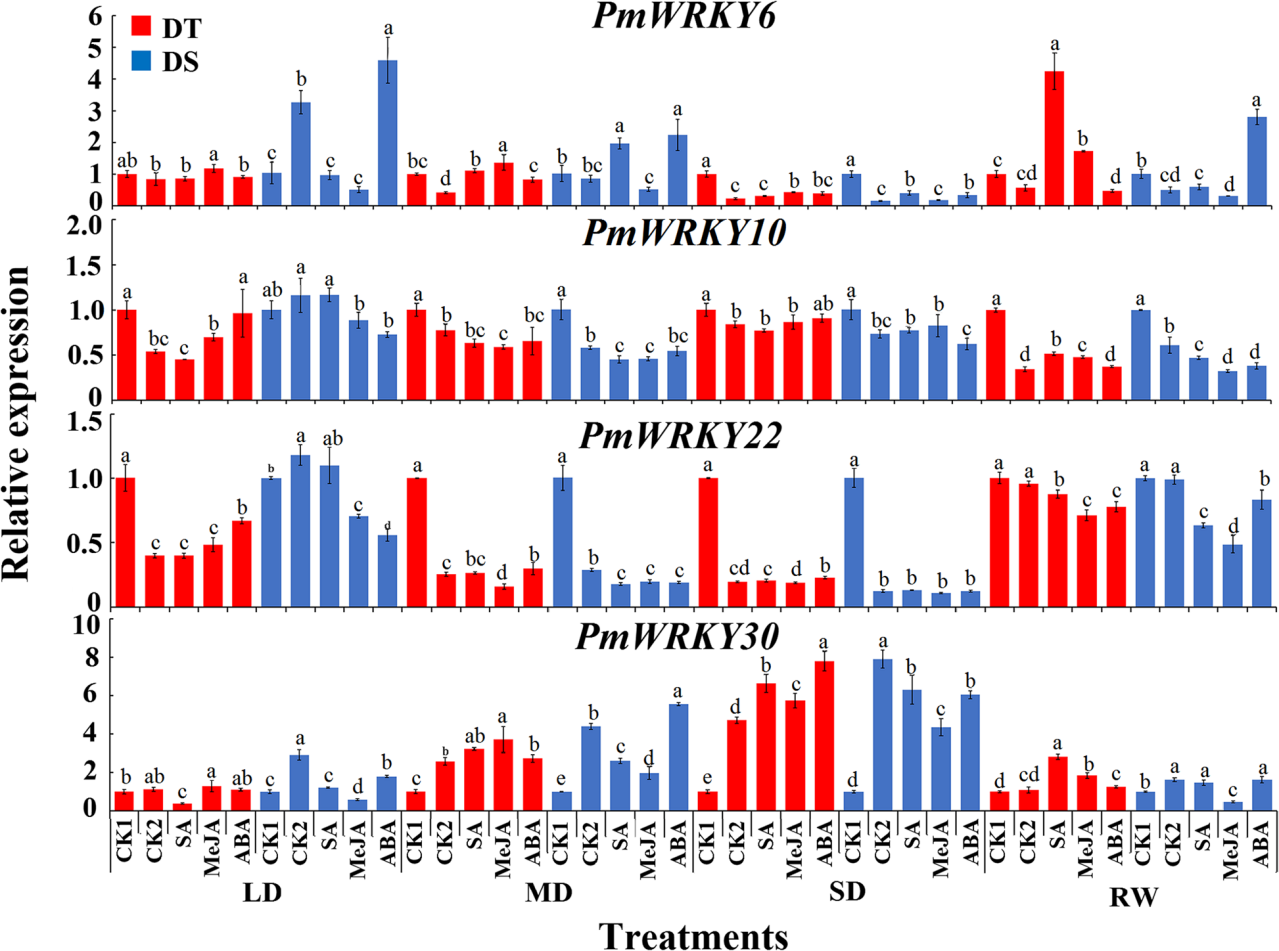
Expression patterns of *PmWRKYs* in roots of the drought-tolerant and drought-sensitive family during drought stress. LD indicates light drought, MD indicates moderate drought, SD indicates severe drought, and RW indicates rewatering. DT indicates drought-tolerant, DS indicates drought-sensitive. Different lowercase letters indicate significant differences at *P* < 0.05

These 4 *PmWRKYs* were expressed in roots, stems, and leaves, according to results of their expression in response to hormone and drought stress in each tissue of the two families. Different *PmWRKYs* responded differently to hormone signals. There might be different hormone pathways in response to drought stress in different drought-resistant families. It was speculated that the expression of *PmWRKY6*, *PmWRKY10* and *PmWRKY30* could be involved in response to drought stress.

### Phylogenetic analysis of PmWRKY31 gene information and overexpression in tobacco under drought stress

Our research group previously analysed the insect resistance mechanism of *PmWRKY31* (*PmWRKY30* in this paper) [28] and found, through transcriptome data, that *PmWRKY31* was upregulated under drought conditions. Therefore, the drought tolerance function of *PmWRKY31* was verified by overexpressing *PmWRKY31* in tobacco (Fig. 8). After the simulated drought treatment, the phenotypic changes in water loss and wilting were obvious in both transgenic tobacco and WT tobacco (Fig. 8a). Under normal culture conditions, there was no difference in the growth status of transgenic tobacco and wild-type (WT) tobacco (Fig. 8b). On the 2nd day of the stress treatment, both transgenic and WT tobacco plants exhibited significant changes. The leaves of the WT tobacco plants were severely wilted, and the upper leaves of the transgenic tobacco plants of the W and W3 lines grew normally. On the 4th day of stress treatment, WT tobacco plants were severely wilted, with significant water loss in the stems, while the transgenic plants only exhibited wilting leaves. The results indicate that *PmWRKY31* improved the drought tolerance of tobacco plants (Fig. 8a).

**Fig. 8:**
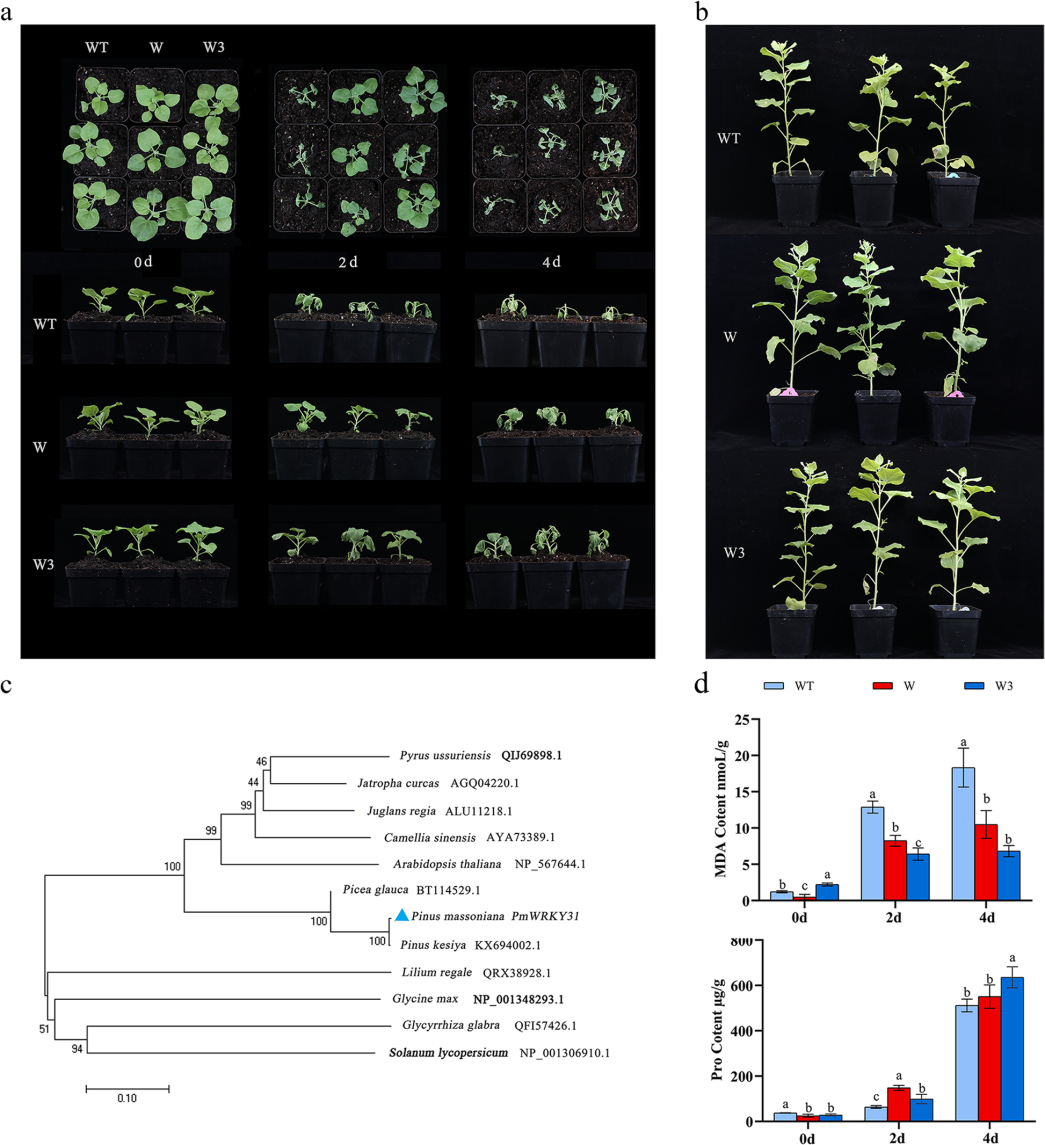
Functional verification of *PmWRKY31*-overexpressing transgenic tobacco. **a** Phenotypic changes in tobacco under drought stress. **b** Phenotypes of WT tobacco and the transgenic W and W3 lines at 60 d of normal culture. **c** Phylogenetic tree analysis of WRKY genes in different species. The blue triangle represents PmWRKY31. **d** Changes in the contents of MDA and Pro under drought stress. 0 d, 2 d, and 4 d represent the drought stress treatment time. WT, W, and W3 represent wild-type tobacco and the W and W3 lines of transgenic tobacco, respectively. Different lowercase letters indicate significant differences at *P* < 0.05

The phylogenetic tree showed that *P. massoniana* and *Pinus kesiya* had the closest genetic relationship. The similarity between *PmWRKY31* and the amino acid sequences of other plants was between 41.54% and 99.53%, and the homology between *PmWRKY31* and *Pinus kesiya* was highest, which is consistent with the phylogenetic tree, indicating significant differences in the protein structures of the same gene family between gymnosperms and angiosperms (Fig. 8c).

### Changes in MDA and Pro contents in tobacco plants overexpressing *PmWRKY31* under drought stress

Before treatment (0 d), the MDA content in the W3 line was the highest. During the drought stress process, the MDA content of the WT was significantly increased and was significantly higher than that of the transgenic tobacco (*P* < 0.05). This result indicates that *PmWRKY31* further increased the drought tolerance of tobacco by reducing MDA accumulation (Fig. 8d). The Pro content in the transgenic tobacco was higher than that in WT tobacco during the drought stress process. The results indicated that under drought stress, *PmWRKY31* improved drought tolerance by promoting Pro accumulation (Fig. 8d).

### Analysis of the gene expression patterns in tobacco plants overexpressing *PmWRKY31* under drought stress

During drought stress, no *PmWRKY31* expression was detected in WT tobacco (Fig. 9a). Under drought stress, *PmWRKY31* expression first increased and then decreased in the W and W3 lines. *PmWRKY31* expression in the W3 line was higher than that in the W line during the stress process (Fig. 9a).

**Fig. 9:**
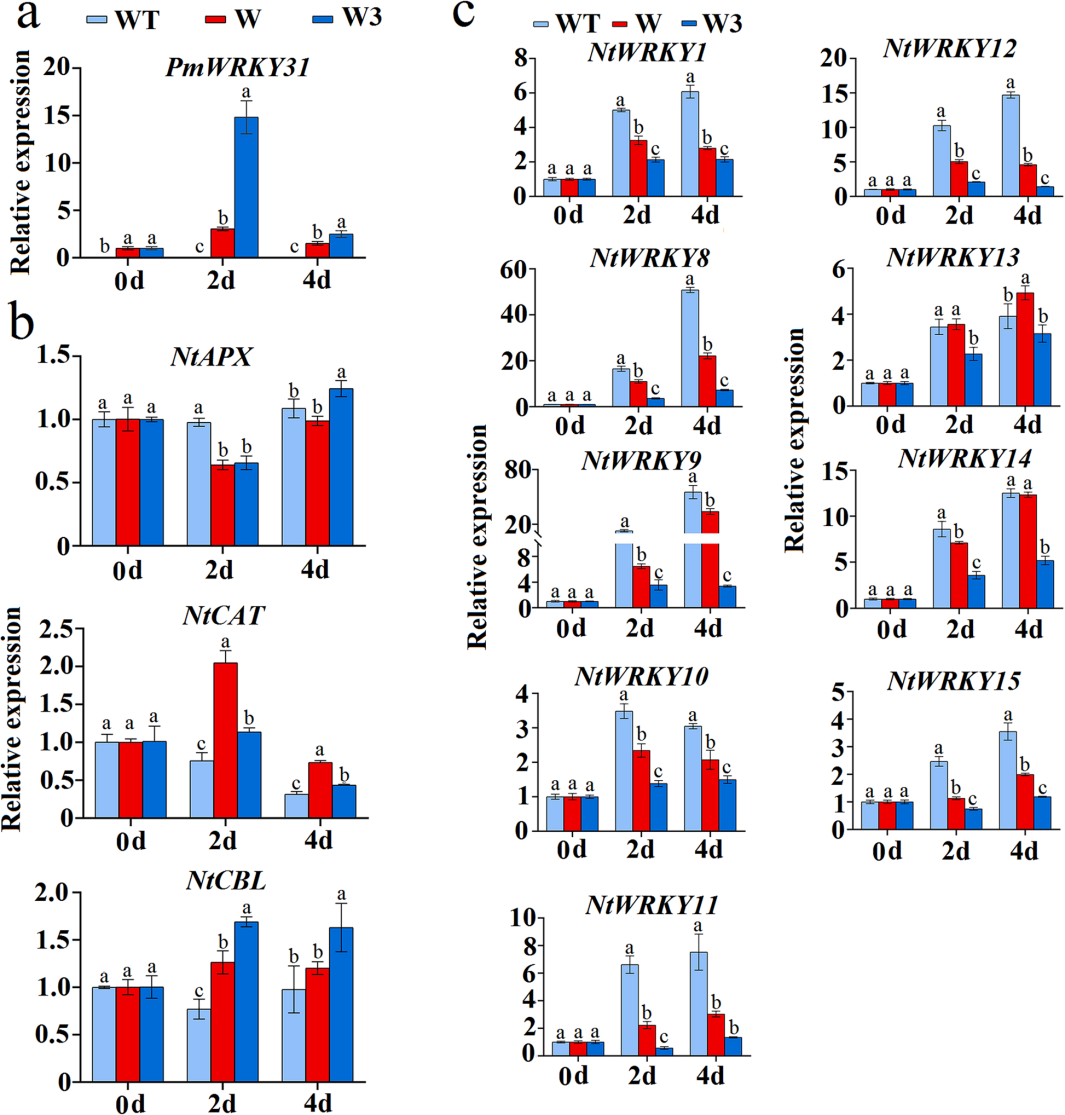
Gene expression analysis of *PmWRKY31*-overexpressing transgenic tobacco and WT tobacco under drought stress. **a** The expression pattern of *PmWRKY31* in tobacco under drought stress. **b** The expression patterns of drought tolerance-related genes, i.e., *NtAPX*, *NtCBL* and *NtCAT*, in tobacco under drought stress. **c** The expression patterns of *NtWRKY*s in tobacco under drought stress. 0 d, 2 d, and 4 d represent the drought stress treatment time. WT, W, and W3 represent wild-type tobacco and the W and W3 lines of transgenic tobacco, respectively. *NtAPX*, *NtCBL*, *NtCAT* and *NtWRKY*s for tobacco were downloaded from PlantTFDB and the NCBI database. Different lowercase letters indicate significant differences at *P* < 0.05

The expression of the *NtAPX*, *NtCBL* and *NtCAT* genes in tobacco was upregulated overall, but the expression patterns were different. The expression of *NtAPX* was upregulated on the 4th day of treatment, the expression of *NtCBL* was upregulated during the entire stress process, and the expression of *NtCAT* decreased after the initial increase but was still higher than that of WT tobacco (Fig. 9b). These results indicated that *PmWRKY31* might enhance the drought tolerance of transgenic tobacco by regulating downstream drought tolerance-related genes.

In addition, under drought stress, the expression of *NtWRKYs* in WT tobacco, except for 2 genes, decreased on the 4th day of treatment, and the expression of other genes was upregulated during the entire stress process and was higher than their expression in W and W3. These results indicate that *PmWRKY31* inhibits the expression of *NtWRKY*s in tobacco (Fig. 9c).

## Discussion

With the development of omics technology, more species of TF families have been identified. A large number of studies have shown that the WRKY TF family is involved in plant growth and development and plant response to abiotic stress [29, 30]. In this study, 43 *PmWRKYs* were identified based on transcriptome data. The number of identified *PmWRKYs* was lower than the 72 *WRKYs* in *A. thaliana* [5], 104 *WRKYs* in *P. Trichocarpa* [7], 61 *WRKYs* in *Taxus chinensis* (also a gymnosperm) [31] but was higher than the reported 25 [23] or 31 *WRKYs* [32] in *P. massoniana*, indicating that this study is more comprehensive. This study revealed that PmWRKYs had 4 types of variations in the conserved heptapeptide structure. The variations included structural variations, which may cause the genes to be unable to specifically bind to downstream genes, thereby losing gene function. For example, in *Crystalline soybean*, GmWRKY6 and GmWRKY21 with variations in the heptapeptide structure cannot bind to the downstream gene W-box [33]. In addition, zinc finger deletion (PmWRKY36) and mutation (PmWRKY39 and PmWRKY43) occurred in PmWRKY proteins, but whether the function of the zinc finger structure (such as PPI and assisting DNA binding) is lost in these 3 genes still needs to be further studied [8]. Conserved motif analysis showed that the conserved motifs of genes in the same subfamily were basically the same, suggesting that genes in the same subfamily might have similar functions [25]. In this study, the PmWRKY gene family was classified into families I, II and III. Family II was categorized into 5 subfamilies. The phylogenetic tree shows that subfamilies IIa and IIb have a close genetic relationship, that subfamilies IId and IIe are clustered on the same branch, and that subfamily IIc is far from the above 4 subfamilies and has evolutionary characteristics similar to those of family II of *A. thaliana* [34]. Furthermore, the subfamilies in *P. massoniana* had closer relationships with gymnosperms, indicating that the evolutionary relationship between gymnosperms was close. In summary, the study results indicate that the WRKY gene family of *P. massoniana* is highly conserved with regard to gene structure and evolutionary level.

In this study, under drought stress and hormone induction, the 4 *PmWRKYs* were constitutively expressed under drought treatment, *PmWRKY6, PmWRKY10* and *PmWRKY30* positively regulated drought stress, and *PmWRKY22* negatively regulated drought stress. It was reported that *MaWRKYs* enhance the cold tolerance of bananas by combining the W-box elements of *MaNCED1* and *MaNCED2* [35]. Whether each *PmWRKY* acts alone or multiple *PmWRKYs* act together in response to drought stress needs to be further investigated. Combined with the expression results for *PmWRKYs* in families with different drought tolerance, it is speculated that *PmWRKY6* and *PmWRKY30* are the key genes that enhance the response of the drought-tolerant family to drought.

Hormones play a vital role in the growth and development and abiotic stress response of plants. For example, SA, ABA, and JA signals can independently interact with each other to improve the drought tolerance of plants [36, 37]. For example, TFs can improve plant stress resistance by participating in SA signalling, *AtWRKY39* overexpression in *Arabidopsis* can improve its heat tolerance, and *AtWRKY39* expression is induced by SA and MeJA to improve plant heat tolerance [38]. *ZmWRKY79* enhances drought tolerance in plants by regulating the synthesis of ABA [39]. The above findings indicate that TFs can play a role by participating in hormone synthesis or by participating in the hormone signal transduction network. In this study, under drought stress, *PmWRKYs* responded to exogenous SA, ABA, and MeJA, and each *PmWRKY* responded to at least 1 hormone, indicating that *PmWRKYs* may improve drought tolerance in *P. massoniana*. *JrWRKY6* and *JrWRKY53* in *Juglans regia* may enhance its resistance to salinity, drought and heat stress through the ABA signalling pathway and W-box binding activity [39]. *CsWRKY2* in *Camellia sinensis* is involved in the ABA downstream signalling pathway and improvements in drought tolerance [40]. In this study, *PmWRKY6* and *PmWRKY30* expression was upregulated by treatment with 3 hormones. It is speculated that *PmWRKY6* and *PmWRKY30* may be involved in a hormone signalling pathway and improve the drought tolerance of *P. massoniana*. However, the specific mechanisms need to studied further.

Interestingly, although the expression of *PmWRKY22* was induced by hormones, its expression was lower than that of CK1. Studies have shown that *AtWRKY18*, *AtWRKY40*, and *AtWRKY60* are negative regulators of ABA signalling and that these genes, as the upstream genes of the ABA signalling pathway, participate in the ABA signalling regulatory network by inhibiting ABA signalling pathway-related genes such as *MYB2* and *ABI5* [41, 42]. Therefore, it is speculated that *PmWRKY22* may negatively regulate hormonal signals in response to drought. The expression of *PmWRKYs* induced by hormone signals was different in the 2 families. This result was similar to the expression pattern of *CsPRX*s in 2 varieties of *C. sinensis* [43], results that may be caused by the different genetic backgrounds of the 2 families with different drought tolerance. In addition, it is reasonable to believe that the high expression of *PmWRKYs* increases the drought tolerance of the drought-tolerant family of *P. massoniana*.

Currently, in plants with no established genetic transformation system, the effects of genes on plant phenotypes, physiology, and related genes are analysed through functional validation in model plants to explore the functions of genes in improving plant resistance [30, 44]. In this study, *PmWRKY31*-overexpressing transgenic tobacco was more drought tolerant than WT tobacco; its MDA content was significantly lower than that of WT tobacco, and its Pro accumulation was higher than that of WT tobacco. The results indicate that transgenic tobacco could better alleviate membrane damage and maintain osmotic regulation and thereby has better drought tolerance [17, 20].

TFs mainly regulate downstream genes, activate or inhibit the expression of downstream genes, and interact with drought-related genes to resist drought stress [17, 45]. *PbrWRKY53* improves drought tolerance of tobacco by increasing the expression of drought tolerance-related genes such as *NtSOD and NtCAT* [46]. In this study, the expression of *NtCBL*, *NtCAT*, and *NtAPX* in transgenic tobacco was upregulated, indicating that *PmWRKY31* might increase the drought tolerance of tobacco by increasing the expression of drought stress-related genes. Interestingly, *PmWRKY31* inhibited the expression of *NtWRKY*s in *PmWRKY31*-overexpressing transgenic tobacco to improve drought tolerance, but the specific regulatory mechanism needs to be further studied.

## Conclusions

In this study, we successfully identified 43 PmWRKYs and analysed the physicochemical properties, phylogenetic evolution, and conserved motifs of PmWRKY genes family members. We found that the genes of this family have specific domains with highly conserved evolutionary levels. According to transcriptome data and gene expression analysis, *PmWRKYs* respond to drought stress and phytohormone treatments at different degrees and stress stage. It is also found that *PmWRKYs* in response to drought stress and phytohormones might have the same or different regulatory mechanisms. Furthermore, the transformation tobaccos of *PmWRKY31* show that by regulating the expression of *NtCBL*, *NtCAT* and *NtAPX*, MDA content decreases, Pro content increases, and drought resistance is improved by alleviating membrane system damage and maintaining osmoregulation. These will contribute to further study on molecular mechanism of *PmWRKYs* in response to drought in *P. massoniana*.

## Materials and methods

### Plant material and drought stress treatments

The drought-tolerant family 19–220 (DT) and the drought-sensitive family 19–214 (DS) of *P. massoniana* were provided by the Timber Forest Research Institute, Guangxi Forestry Research Institute (GFRI) Nanning, China. Two germplasm were selected from 132 excellent families by treatments of simulating natural drought stress, and then comprehensive evaluation of wilting degree, survival rate, seedling height, ground diameter and other indicators. We had got the permission to collect and use the two germplasm lines which were stored in GFRI. The experimental research and field studies on plants comply with relevant institutional, national, and international guidelines and legislation. Half-year-old seedlings of the 2 families with a good and basically consistent growth status were selected and placed in the drought shed of the nursery. Based on the results of previous experiments (Supplementary Table 2, Supplementary Fig. 2), 50 mg/L SA, 0.5 mmol/L MeJA, and 25 mg/L ABA were used for spraying treatments. Five groups were set up, i.e., CK1, normal watering; CK2, drought stress; 50 mg/L SA + drought stress; 0.5 mmol/L MeJA + drought stress; 25 mg/L ABA + drought stress, with 3 replicates for each treatment and 10 plants for each replicate. After 3 days of continuous watering, the above concentrations of SA, MeJA, ABA and distilled water (CK1 and CK2) were sprayed on the plants, with 10 mL sprayed on the aboveground part (stems and needles) and 10 mL sprayed on the underground part (roots). After spraying at 8 am every day for 4 consecutive days, all experimental seedlings were supplemented with 20 mL of water, which was recorded as the 0th day of drought stress, and the seedlings were subjected to continuous natural drought stress. CK1 was the normal watering control group, and the seedlings in this group were watered once every 2 days. The needles (2 cm from the top of the plant), stems (3.5 cm from the tip of the stem), and roots (3 cm from the tips of the main root and lateral roots) of P. massoniana were collected at light drought stress (LD, 55–70%, soil moisture content, MC %), moderate drought stress (MD, 45–55%), severe drought stress (SD, 30–45%) [47], and 48 h after re-watering (RW) and stored in a -80 °C freezer. The classification of drought grade and the determination of soil moisture content during sampling were determined according to the treatment phenotype of plants, as shown in Supplementary Fig. 2.

WT tobacco (*Nicotiana benthamiana*) and the F4 generation lines W and W3 of *PmWRKY31*-overexpressing transgenic tobacco were used as experimental materials. Seeds of WT tobacco were provided by Gold Tech Biotechnology Co., LTD (Nanning China). WT tobacco leaves were used as material to induce sterile tobacco seedlings, and pBI121_*PmWRKY31* was constructed for Agrobacterium transformation. Hygromycin was used for pre-screening. DNA of seedlings from transgenic tobaccos was extracted by CTAB method from leaves. According the sequence of *PmWRKY31*, PCR primers were designed for specific detection (PmWRKY31F:CCCTCTAGAATGGAAGCAGTGGGGTTGAG, PmWRKY31R: TTTCCCGG GTCACTGGAGCAATTTAGCC). Transgenic Tobaccos with *PmWRKY31* was cultured to F4 generation for further experiment [28]. They were cultured for 6 weeks in an artificial climate chamber (25 °C during the daytime/28 °C at night; relative humidity (RH) = 60%; light/dark cycle = 16 h/8 h). Subsequently, polyethylene glycol (PEG) was used to simulate drought stress in both transgenic tobacco and WT tobacco. The specific method was as follows: the roots of each plant were watered with 15 mL of 20% PEG6000, and 1/3 of the 20% PEG6000 was poured into the bottom of the saucer tray to maintain the osmotic state [48]. The phenotypic differences in tobacco were observed. The leaves of transgenic tobacco and WT tobacco were sampled at the same position on the 0th, 2nd, and 4th days of drought stress to assess physiological indicators and the expression of drought tolerance-related genes.

### Identification and physicochemical properties analysis of WRKY family members of *P. massoniana*

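Of the transcriptomes from which the paper took its PmWRKY sequences, the insect-resistant one was analysed here. It consisted of 2 mRNA-seq libraries, 1 from insect-resistant P. massoniana and 1 from poorly insect-resistant P. massoniana, each listed with young and old leaves and stems as its tissue. The sample records name an older HiSeq model than the sequencer given in the paper's methods. There was no replicate of either condition, so no replicate error could be estimated, and every difference given here is between 2 libraries and not between 2 conditions. The authors assembled the clean reads de novo with Trinity and deposited an estimated read count for every unigene in each library. Both libraries were counted on the same list of 55824 unigenes in 52718 Trinity components. The paper's methods name Bowtie and RSEM for expression levels. RSEM divides a read that maps to several similar unigenes among them, and 16.4% of the counts in the insect-resistant library and 16.5% in the poorly insect-resistant library were not whole numbers. Counts were therefore rounded to whole numbers before testing. The total was 30840647 counts in the insect-resistant library and 29657524 in the poorly insect-resistant library, a ratio of 1.04. The smallest expression level that 3 counts can show at these depths is 0.0973 CPM in the insect-resistant library and 0.101 CPM in the other. At least 1 read was counted on 49389 unigenes in the insect-resistant library and on 49875 in the poorly insect-resistant library, and 44005 unigenes were read in both. With a minimum of 10 reads the numbers fell to 26618 and 26870. The median count was 8 in each library. Unigenes with fewer than 10 reads in the 2 libraries together made up 40.3% of the list but held 0.155% of the reads.
The 10 most abundant unigenes held 6.35% of the counts in the insect-resistant library (95% Wilson interval 6.34% to 6.35%) and 7.71% in the poorly insect-resistant library (7.70% to 7.72%). These intervals cover counting error only. The most abundant unigene was the same in both, comp19321_c0, with 425832 counts (1.38%) in the insect-resistant and 717021 counts (2.42%) in the poorly insect-resistant library. Across the 55259 unigenes read in either library, Pearson's r of the log2 scaled counts was 0.916 and Spearman's rho was 0.804. Unigenes are not independent replicates, and no p-value is given for either.
The unigenes were compared between the libraries with a two-sided exact binomial test against the ratio of the TMM-scaled library sizes. The test covered the 33334 unigenes with at least 10 reads in the 2 libraries together, with Benjamini-Hochberg adjustment. The thresholds were those the paper gives for its drought RNA-seq, an adjusted p of at most 0.001 and a log2 ratio of at least 2 in size, with a pseudocount of 1. In this comparison 1406 unigenes were higher in the insect-resistant library and 1330 were lower. The alternative that changed these numbers most as a ratio was an edgeR exact test with an assumed biological coefficient of variation of 0.4, which left 139 higher and 172 lower. A log2 ratio threshold of 1 raised them to 2772 and 2392. Of the unigenes past both thresholds, 71.4% had fewer than 100 reads in the 2 libraries together. With this pseudocount, the largest positive log2 ratios were those of comp41602_c0 (1136 counts against 0, log2 ratio 10.13) and comp53098_c0 (1624 counts against 1, log2 ratio 9.65). The largest negative log2 ratios were those of comp21898_c0 (1 count in the insect-resistant library against 10367, log2 ratio -12.36) and comp49797_c0 (0 counts against 1586, log2 ratio -10.65). These ratios have no replicate check, and both their size and their order depend on the pseudocount. The count files list unigenes by assembly identifier without a gene name, so the expression of single PmWRKYs in these libraries was not analysed here.

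**Figure D1:**
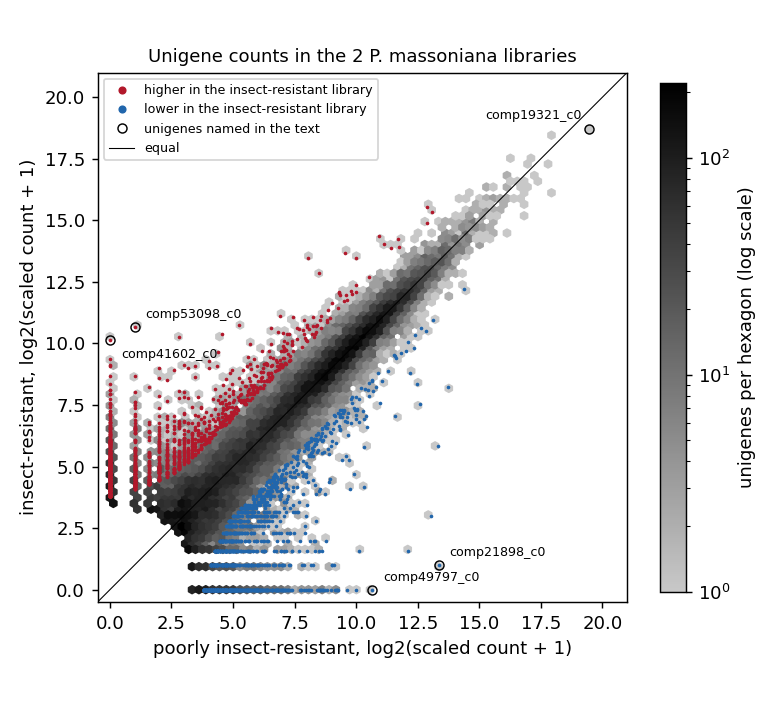
Scaled counts of the 33334 tested unigenes in the poorly insect-resistant library (x axis) and the insect-resistant library (y axis), each as log2(scaled count + 1), with 1 library per condition and no error bars. Grey hexagons show the number of unigenes on a log scale, red points the 1406 unigenes higher and blue points the 1330 unigenes lower in the insect-resistant library, open circles the unigenes named by identifier, and the line equal counts; most coloured points lie at low counts.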

*PmWRKY* data were obtained from the third-generation full-length transcriptome and insect-resistant transcriptome of *P. massoniana* sequenced by our research group [49], a transcriptome for lateral branch differentiation [50], transcriptome of Aluminum stress [51], and a drought-tolerant, low-temperature stress, transcriptome (unpublished). Illumina HiSeq 4000 high-throughput sequencer was used for sequencing. The sequencing read length was 150 bp (Sequencing was performed by Novogene Bioinformatics Technology CO., LTD.). Clean Data of all samples was assembled by Trinity software [52]. Unigene sequences were compared with NR, SwisS-ProT, GO, COG, KOG and KEGG databases to obtain the annotation information. Bowtie method [53] and RSEM were used to estimate the expression levels of genes. Reference genomes were Norway spruce (*Picea abies* (L.) Karst.), loblolly pine (*Pinus taeda* L.) and white spruce (*Picea glauca*) as the main species. TransDecoder software was used to predict the coding DNA sequence (CDS). TBtools [54] and the ORF finder (https://www.ncbi.nlm.nih.gov/orffinder) of the National Center for Biotechnology Information (NCBI) were used to predict the longest open reading frame (ORF). The 3 software programs were used together to obtain the nucleic acid sequences and amino acid sequences. Functional annotation was performed using the NR, SwissProt, and Pfam databases. Subsequently, the union of the 3 sets of annotation results was used to extract the nucleic acid and protein sequences using the Perl language. A hidden Markov model of the WRKY gene domain (PF03106) was downloaded from the Pfam database (https://pfam.xfam.org/) [55]. WRKY genes were identified using HMMER software. The amino acid sequences of Arabidopsis WRKY genes downloaded from PlantTFDB (http://planttfdb.gao-lab.org/index_ext.php) [56] were compared with the amino acid sequences of *P. massoniana* WRKY genes to identify protein sequences. CD-HIT (http://weizhong-lab.ucsd.edu/webMGA/server/cd-hit/) was used for clustering analysis, and redundant sequences were removed. NCBI CD Search (https://www.ncbi.nlm.nih.gov/Structure/cdd/wrpsb.cgi) [57], SMART (http://smart.embl.de/) [58] and Pfam were used to detect the WRKY domains of the candidate proteins. Last, *PmWRKYs* of *P. massoniana* were identified by removing the sequences that contained incomplete domains or did not contain domains.

ExPASy (https://web.expasy.org/) [59] was used to predict the physicochemical properties, such as the length of the encoded protein, molecular mass, and pI, of PmWRKYs. Plant-mPLoc (http://www.csbio.sjtu.edu.cn/bioinf/plant-multi/) [60] and WoLF PSORT (https://psort.hgc.jp/) [61] were used for subcellular localization. TMHMM Server v.2.0 (http://www.cbs.dtu.dk/services/TMHMM/) was used to analyse the transmembrane structures of the proteins.

### Phylogenetic analysis, conserved motif analysis and multiple sequence alignment of PmWRKYs

The WRKY gene protein sequences of *Arabidopsis* (72), *Pinus taeda* (20), and *Picea glauca* (16) were downloaded from PlantTFDB. MEGA 7 software [62] was used to perform multiple sequence alignment of the WRKY protein sequences of *P. massoniana*, *A. thaliana*, *P. taeda*, and *P. glauca*. The neighbour-joining (NJ) method was used to reconstruct phylogenetic trees using the P-distance model through 1000 bootstrap iterations. Subsequently, iTOL [63] was used to improve the phylogenetic trees. MEME (https://meme-suite.org/meme/) [64] was used to analyse the conserved motifs of the WRKY gene of *P. massoniana* with the following parameter settings: number of predicted motifs = 10, and length of the motifs = 6–60 AA. ClustalW software was used to perform multiple sequence alignments of WRKY proteins in each subfamily, and GeneDoc software was used to generate multiple sequence alignment diagrams.

### Analysis of protein interaction among PmWRKYs

The STRING website (https://string-db.org/cgi) [65] and Cytoscape software [66] were used to predict the potential PPI network and biological functions of PmWRKY proteins in *P. massoniana* based on the WRKY protein analysis of *A. thaliana*.

### RNA-Seq data analysis of *PmWRKYs*

An expression heatmap of *PmWRKYs* under drought stress was generated based on previous drought transcriptome data. Transcriptome data were sequenced by double-ended sequencing (PE150) using an Illumina HiSeq 4000 sequencer, and the resulting clean reads were assembled using Trinity software to obtain spliced transcripts (Unigene) for subsequent analysis. A treatment group (D) and control group (C) were set up. The treatment group was under continuous natural drought stress, and the control group was normally watered. The roots of the seedlings of the treatment group and the control group were collected on the 7th day (D1), 7 h after rewatering on the 7th day (D2), and 8th day (D3) of drought stress treatmen. For detailed processing and sampling, see Supplementary Fig. 3. Using the obtained transcriptome data, TBtools was used to plot the expression heatmap for the *PmWRKY* gene family under drought stress.

### RNA extraction, cDNA synthesis, and RT–qPCR

RNA was extracted using a polyphenol polysaccharide plant RNA extraction kit from Tiangen (Beijing, China). M-MLV reverse transcriptase (Takara, Shanghai, China) was used for reverse transcription following the specific steps in the instruction manual, reverse transcription primer was Oligo(dT)_18_:5'-GGCCACGCGTCGACTAG TAC(T)_18_–3'. The concentration of all cDNA samples was adjusted to 50 ng/μL. Primer Premier 5.0 was used to design fluorescent quantitative PCR primers (Supplementary Table 3) with *PmCYP* as the internal reference gene [67], Nine *N. benthamiana* gene sequences were downloaded from NCBI and Adachi et al. [68]. A TB Green ® Premix Ex Taq™ II (Tli RNaseH Plus) fluorescence quantification kit (Takara, Shanghai, China) was used to configure the reaction system. PCR analysis was performed using a quantitative PCR system (CFX96, Bio–Rad, California, USA). The measurement was biological replicated 3 times for each sample, and the relative expression of each gene was calculated using the 2^−ΔΔCt^ method [69].

### Data analysis

One-way analysis of variance (ANOVA) in SPSS software was used to analyse the significance of the data. TBtools was used to generate the expression heatmap, and GraphPad Prism 8 was used to plot histograms.

## Supplementary Information

**Additional file 1: Supplementary Fig 1.** Sequence alignment of WRKY conserved domain proteins in *P.* *massoniana*. The horizontal line represents the WRKY conserved heptapeptide domain. The blue arrow indicates the zinc finger structure.

**Additional file 2: Supplementary Fig. 2.** The phenotypic changes of *P. massoniana* seedlings treated with different concentrations of exogenous hormones.

**Additional file 3: Supplementary Fig. 3.** The schematic diagram of drought stress treatment and sampling process of *P. massoniana*.

**Additional file 4: Supplementary Table 1.** Physical and chemical analysis of WRKY in *Pinus massoniana*.

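Supplementary Table 1 lists 43 PmWRKYs with the family, the heptapeptide and the properties predicted from the protein sequence. The isoelectric point is the pH at which the protein carries no net charge, the instability index is computed from the dipeptides of the sequence, and hydropathicity is the mean over its residues. All values are predictions from sequence and carry no experimental error. Counted from the table, family I held 13 PmWRKYs, family II 29 and family III 1. The proteins were between 120 and 908 amino acids long, with a median of 396. The mean pI was 7.93 and the median 8.66, with 15 proteins under pI 7 and 28 above it. The instability index was above 40 in 41 proteins and below it in PmWRKY32 (35.05) and PmWRKY40 (36.07). Hydropathicity ranged from -1.00 to -0.307. The heptapeptide WRKYGQK was listed once for 30 proteins and as a repeat of 2 for 8 proteins. The other 5 proteins carried WRKYGKK (2 proteins), WRKYGRK (1), WRKYGQN (1) or WTKYGKR (1). All 8 proteins with a repeat were in family I, and the other family I members were listed with a single WRKYGQK (4 proteins) or WTKYGKR (1). The family I proteins with a single heptapeptide were at most 432 amino acids long, and those with the repeat were at least 504. All 43 proteins were predicted to be nuclear.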

**Additional file 5: Supplementary Table 2.** Effects of exogenous hormones at different concentrations on biomass and root-shoot ratio of *Pinus massoniana* (19–214 and 19–220) under drought stress.

**Additional file 6: Supplementary Table 3.** qRT-PCR Primer sequences of the genes.

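Supplementary Table 3 lists 18 primer pairs for qRT-PCR, in which the amount of product measured during amplification gives the relative expression of a gene. Of these, 5 pairs amplify P. massoniana genes, including PmCYP, which the paper used as the internal reference, and 13 amplify tobacco genes, 9 of them WRKY genes. A single pair is listed under the names PmWRKY30 and PmWRKY31 together. The paper states that the PmWRKY31 of its earlier study on insect resistance is named PmWRKY30 in this paper. Supplementary Table 1 also lists a PmWRKY31, a different protein of subfamily IIc. The products were between 83 and 150 bp long and the primers between 18 and 25 nucleotides. The qRT-PCR measurements themselves were not analysed here.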

## Data Availability

The data archiving statement of high-throughput sequencing and raw data are available in the NCBI GEO database accession, [GSE72294] (https://www.ncbi.nlm.nih.gov/gds/?term=GSE72294).

## References

[1] Shinozaki K, Kazuko Y, Motoaki S (2003). Regulatory network of gene expression in the drought and cold stress responses. Curr Opin Plant Biol.

[2] Singh D, Debnath P, Roohi, Sane AP, Sane VA (2020). Expression of the tomato WRKY gene, *SlWRKY23*, alters root sensitivity to ethylene, auxin and JA and affects aerial architecture in transgenic *Arabidopsis*. Physio Mol Biol Plants..

[3] Yu Y, Qi Y, Xu J, Dai X, Chen J, Dong C (2021). *Arabidopsis WRKY71* regulates ethylene-mediated leaf senescence by directly activating *EIN2*, *ORE1* and *ACS2* genes. Plant J.

[4] Ishiguro S, Nakamura K (1994). Characterization of a cDNA encoding a novel DNA-binding protein, SPF1, that recognizes SP8 sequences in the 5' upstream regions of genes coding for sporamin and β-amylase from sweet potato. Mol Gen Genet.

[5] Lker BU, Imre ES (2004). WRKY transcription factors: from DNA binding towards biological function. Curr Opin Plant Biol.

[6] Ross CA, Liu Y, Shen QJ (2007). The WRKY gene family in rice (*Oryza sativa*). J Integr Plant Biol.

[7] He H, Qing D, Shao Y, Jiang H, Zhu S, Cheng B (2012). Genome-wide survey and characterization of the WRKY gene family in *Populus trichocarpa*. Plant Cell Rep.

[8] Rushton PJ, Imre ES, Patricia R, Qingxi JS (2010). WRKY transcription factors. Trends Plant Sci.

[9] Maeo K, Hayashi S, Kojima-Suzuki H, Morikami A, Nakamura K (2001). Role of conserved residues of the WRKY domain in the DNA-binding of tobacco WRKY family proteins. Biosci Biotechnol Biochem.

[10] Phukan UJ, Gajendra SJ, Rakesh KS (2016). WRKY transcription factors: molecular regulation and stress responses in plants. Front Plant Sci.

[11] Ciolkowski I, Wanke D, Birkenbihl RP, Somssich IE (2008). Studies on DNA-binding selectivity of WRKY transcription factors lend structural clues into WRKY-domain function. Plant Mol Biol.

[12] Mangelsen E, Kilian J, Berendzen KW, Kolukisaoglu ÜH, Harter K, Jansson C (2008). Phylogenetic and comparative gene expression analysis of barley (*Hordeum vulgare*) WRKY transcription factor family reveals putatively retained functions between monocots and dicots. BMC Genomics.

[13] Sun C, Palmqvist S, Olsson H, Borén M, Ahlandsberg S, Jansson C (2003). A novel WRKY transcription factor, SUSIBA2, participates in sugar signaling in barley by binding to the sugar-responsive elements of the *iso1* promoter. Plant Cell.

[14] Cai M, Qiu D, Yuan T, Ding X, Li H, Liu D (2008). Identification of novel pathogen-responsive *cis*-elements and their binding proteins in the promoter of *OsWRKY13*, a gene regulating rice disease resistance. Plant Cell Environ.

[15] Zhang Q, Zhu J, Ni Y, Cai Y, Zhang Z (2012). Expression profiling of *HbWRKY1*, an ethephon-induced *WRKY* gene in latex from *Hevea brasiliensis* in responding to wounding and drought. Trees.

[16] Wang Z, Feng R, Zhang X, Su Z, Wei J, Liu J (2019). Characterization of the *Hippophae rhamnoides WRKY* gene family and functional analysis of the role of the *HrWRKY21* gene in resistance to abiotic stresses. Genome.

[17] Chu X, Wang C, Chen X, Lu W, Li H, Wang X (2017). The cotton WRKY gene *GhWRKY41* positively regulates salt and drought stress tolerance in transgenic *Nicotiana benthamiana*. PLoS ONE.

[18] Wang L, Wang C, Qin L, Hu P, Wang Y (2016). *ThERF1* from *Tamarix hispida* confers decreased tolerance to oxidative and drought stresses and is regulated by a WRKY protein. J For Res.

[19] Wang D, Chen Q, Chen W, Liu X, Yan X, Qigao G (2021). A WRKY transcription factor, *EjWRKY17*, from *Eriobotrya japonica* enhances drought tolerance in transgenic *Arabidopsis*. Int J Mol Sci.

[20] Li Z, Liang F, Zhang T, Fu N, Pei X, Long Y (2021). Enhanced tolerance to drought stress resulting from *Caragana korshinskii CkWRKY33* in transgenic *Arabidopsis thaliana*. BMC Genom Data.

[21] Ye H, Linyi Q, Haoyu G, Liping G, Fei R, Jianfang B (2021). Genome-wide identification of wheat *WRKY* gene family reveals that *TaWRKY75-A* is referred to drought and salt resistances. Front Plant Sci.

[22] Li M, Wang H, Zhao X, Lu Z, Sun X, Ding G (2021). Role of Suillus Placidus in improving the drought tolerance of Masson Pine (Pinus massoniana Lamb.) seedlings. Forests..

[23] Yao S, Wu F, Hao Q, Ji K (2020). Transcriptome-wide identification of WRKY transcription factors and their expression profiles under different types of biological and abiotic stress in *Pinus massoniana* Lamb. Genes.

[24] Shao C, Duan H, Ding G, Luo X, Fu Y, Lou Q (2022). Physiological and biochemical dynamics of Pinus massoniana Lamb. seedlings under extreme drought stress and during recovery. Forests..

[25] Eulgem T, Paul JR, Silke R, Imre ES (2000). The WRKY superfamily of plant transcription factors. Trends Plant Sci.

[26] Wu K, Guo Z, Wang H, Li J (2005). The WRKY family of transcription factors in rice and *Arabidopsis* and their origins. DNA Res.

[27] Jiang Y, Deyholos MK (2009). Functional characterization of *Arabidopsis* NaCl-inducible *WRKY25* and *WRKY33* transcription factors in abiotic stresses. Plant Mol Biol.

[28] Chen H, Hu Y, Liang X, Xie J, Xu H, Luo Q, et al. Roles of hormones, calcium and *PmWRKY31* in the defense of *Pinus massoniana* Lamb. against *Dendrolimus punctatus* Walker. Forestry Research. 2021;1:1–14. 10.48130/FR-2021-0021.10.48130/FR-2021-0021PMC1152425539524514

[29] Gan Z, Yuan X, Shan N, Wan C, Chen C, Xu Y (2021). *AcWRKY40* mediates ethylene biosynthesis during postharvest ripening in kiwifruit. Plant Sci.

[30] Ullah A, Sun H, Hakim, Yang X, Zhang X (2018). A novel cotton WRKY gene, *GhWRKY6-like*, improves salt tolerance by activating the ABA signaling pathway and scavenging of reactive oxygen species. Physiol Plant.

[31] Zhang M, Chen Y, Nie L, Jin X, Liao W, Zhao S (2018). Transcriptome-wide identification and screening of WRKY factors involved in the regulation of taxol biosynthesis in *Taxus chinensis*. Sci Rep.

[32] Fan F, Wang Q, Li H, Ding G, Wen X (2021). Transcriptome-wide identification and expression profiles of Masson Pine WRKY transcription factors in response to low phosphorus stress. Plant Mol Biol Rep.

[33] Zhou Q, Tian A, Zou H, Xie Z, Lei G, Huang J (2008). Soybean WRKY-type transcription factor genes, *GmWRKY13*, *GmWRKY21*, and *GmWRKY54*, confer differential tolerance to abiotic stresses in transgenic *Arabidopsis* plants. Plant Biotechnol J.

[34] Zhang Y, Wang L (2005). The WRKY transcription factor superfamily: its origin in eukaryotes and expansion in plants. BMC Evol Biol.

[35] Luo D, Ba L, Shan W, Kuang J, Lu W, Chen J (2017). Involvement of WRKY transcription factors in abscisic-acid-induced cold tolerance of banana fruit. J Agr Food Chem.

[36] Yang G, Zhang W, Sun Y, Zhang T, Hu D, Zhai M (2017). Two novel WRKY genes from *Juglans regia*, *JrWRKY6* and *JrWRKY53*, are involved in abscisic acid-dependent stress responses. Biol Plant.

[37] Puranik S, Kumar K, Srivastava PS, Prasad M (2011). Electrophoretic mobility shift assay reveals a novel recognition sequence for *Setaria italica* NAC protein. Plant Signal Behav.

[38] Li S, Zhou X, Chen L, Huang W, Yu D (2010). Functional characterization of *Arabidopsis thaliana WRKY39* in heat stress. Mol Cells.

[39] Gulzar F, Fu J, Zhu C, Yan J, Lin X, Meraj T (2021). Maize WRKY transcription factor *ZmWRKY79* positively regulates drought tolerance through elevating ABA biosynthesis. Int J Mol Sci.

[40] Wang Y, Shu Z, Wang W, Jiang X, Li D, Pan J (2016). *CsWRKY2*, a novel WRKY gene from *Camellia sinensis*, is involved in cold and drought stress responses. Biol Plantarum.

[41] Yan L, Liu Z, Xu Y, Lu K, Wang X, Zhang D (2013). Auto- and cross-repression of three *Arabidopsis* WRKY transcription factors *WRKY18*, *WRKY40*, and *WRKY60* negatively involved in ABA signaling. J Plant Growth Regul.

[42] Shang Y, Yan L, Liu Z, Cao Z, Mei C, Xin Q (2010). The Mg-chelatase H subunit of *Arabidopsis* antagonizes a group of WRKY transcription repressors to relieve ABA-responsive genes of inhibition. Plant Cell.

[43] Li H, Wang H, Chen Y, Ma Q, Zhao Z, Li X (2020). Isolation and expression profiles of class III *PRX* gene family under drought stress in *Camellia sinensis*. Biol Plant Arum.

[44] Zhu H, Jiang Y, Guo Y, Huang J, Zhou M, Tang Y (2021). A novel salt inducible WRKY transcription factor gene, *AhWRKY75*, confers salt tolerance in transgenic peanut. Plant Physiol Bioch.

[45] Dong Q, Zheng W, Duan D, Huang D, Wang Q, Liu C (2020). *MdWRKY30*, a group IIa WRKY gene from apple, confers tolerance to salinity and osmotic stresses in transgenic apple callus and *Arabidopsis* seedlings. Plant Sci.

[46] Liu Y, Yang T, Lin Z, Gu B, Xing C, Zhao L (2019). A WRKY transcription factor *PbrWRKY53* from *Pyrus betulaefolia* is involved in drought tolerance and AsA accumulation. Plant Biotechnol J.

[47] Du M, Ding G, Cai Q (2018). The transcriptomic responses of *Pinus massoniana* to drought dtress. Forests.

[48] Chen H, Zhou J, Li Y, Yang H, Lu X, Ma W (2007). I dentificati on of drought resistance of flue cured Tobacco with PEG. J Henan Agri Sci.

[49] Yang Z, Chen H, Jia J, Luo Q, Tang S, Li K (2016). De novo assembly and discovery of metabolic pathways and genes that are involved in defense against pests in Songyun *Pinus massoniana* Lamb. Bangladesh J Bot.

[50] Chen H, Tan J, Liang X, Tang S, Jia J, Yang Z (2021). Molecular mechanism of lateral bud differentiation of *Pinus massoniana* based on high-throughput sequencing. Sci Rep.

[51] Wang T, Hu Y, Chen H, Tan J, Xu H, Li P, Wu D (2022). Transcriptome analysis of response to aluminum stress in *Pinus massoniana*. Forests.

[52] Grabherr MG, Haas BJ, Yassour M, Levin JZ, Thompson DA, Amit IA, et al. Full-length transcriptome assembly from RNA-Seq data without a reference genome. Nat. Biotechnol. 2011;29(7):644–52.10.1038/nbt.1883PMC357171221572440

[53] Langmead B, Salzberg SL. Fast gapped-read alignment with Bowtie 2. Nat. Methods. 2012;9(4):357–9.10.1038/nmeth.1923PMC332238122388286

[54] Chen C, Chen H, Zhang Y, Thomas HR, Frank MH, He Y (2020). TBtools: an integrative toolkit developed for interactive analyses of big biological data. Mol Plant.

[55] Mistry J, Chuguransky S, Williams L, Qureshi M, Salazar GA, Sonnhammer ELL (2021). Pfam: the protein families database in 2021. Nucleic Acids Res.

[56] Tian F, Yang D, Meng Y, Jin J, Gao G (2019). PlantRegMap: charting functional regulatory maps in plants. Nucleic Acids Res.

[57] Lu S, Wang J, Chitsaz F, Derbyshire MK, Geer RC, Gonzales NR (2020). CDD/SPARCLE: the conserved domain database in 2020. Nucleic Acids Res.

[58] Letunic I, Khedkar S, Bork P (2021). SMART: recent updates, new developments and status in 2020. Nucleic Acids Res.

[59] Duvaud S, Gabella C, Lisacek F, Stockinger H, Ioannidis V, Durinx C (2021). Expasy, the swiss bioinformatics resource portal, as designed by its users. Nucleic Acids Res.

[60] Chou KC, Shen HB (2010). Plant-mPLoc: a top-down strategy to augment the power for predicting plant protein subcellular localization. PLoS ONE.

[61] Horton P, Park KJ, Obayashi T, Fujita N, Harada H, Adams-Collier CJ (2007). WoLF PSORT: protein localization predictor. Nucleic Acids Res..

[62] Kumar S, Stecher G, Tamura K (2016). MEGA7: molecular evolutionary genetics analysis version 7.0 for bigger datasets. Mol Biol Evol.

[63] Letunic I, Bork P (2021). Interactive tree of life (iTOL) V5: an online tool for phylogenetic tree display and annotation. Nucleic Acids Res.

[64] Bailey TL, Johnson J, Grant CE, Noble WS (2015). The MEME suite. Nucleic Acids Res.

[65] Szklarczyk D, Gable AL, Nastou KC, Lyon D, Kirsch R, Pyysalo S (2021). The STRING database in 2021: customizable protein–protein networks, and functional characterization of user-uploaded gene/measurement sets. Nucleic Acids Res.

[66] Shannon P, Markiel A, Ozier O, Baliga NS, Wang JT, Ramage D (2003). Cytoscape: a software environment for integrated models of biomolecular interaction networks. Genome Res.

[67] Chen H, Yang Z, Hu Y, Tan J, Jia J, Xu H (2016). Reference genes selection for quantitative gene expression studies in *Pinus Massoniana* L. Trees.

[68] Adachi H, Nakano T, Miyagaw N, Ishiham N, Yoshioka M, Katou Y (2015). WRKY transcription factors phosphorylated by MAPK regulate a plant immune NADPH oxidase in *Nicotiana benthamiana*. Plant Cell.

[69] Livak KJ, Schmittgen TD (2001). Analysis of relative gene expression data using real-time quantitative PCR and the 2−ΔΔCT method. Methods.

# Supplementary material for: Identification of WRKY transcription factor family genes in Pinus massoniana Lamb. and their expression patterns and functions in response to drought stress
**Source:** BMC Plant Biol. 2022 Sep 1;22:424. doi: 10.1186/s12870-022-03802-7
**Supplement:** Supplementary file 1 — Additional file 1: Supplementary Fig 1. Sequence alignment of WRKY conserved domain proteins in P. massoniana. The horizontal line represents the WRKY conserved heptapeptide domain. The blue arrow indicates the zinc finger structure.

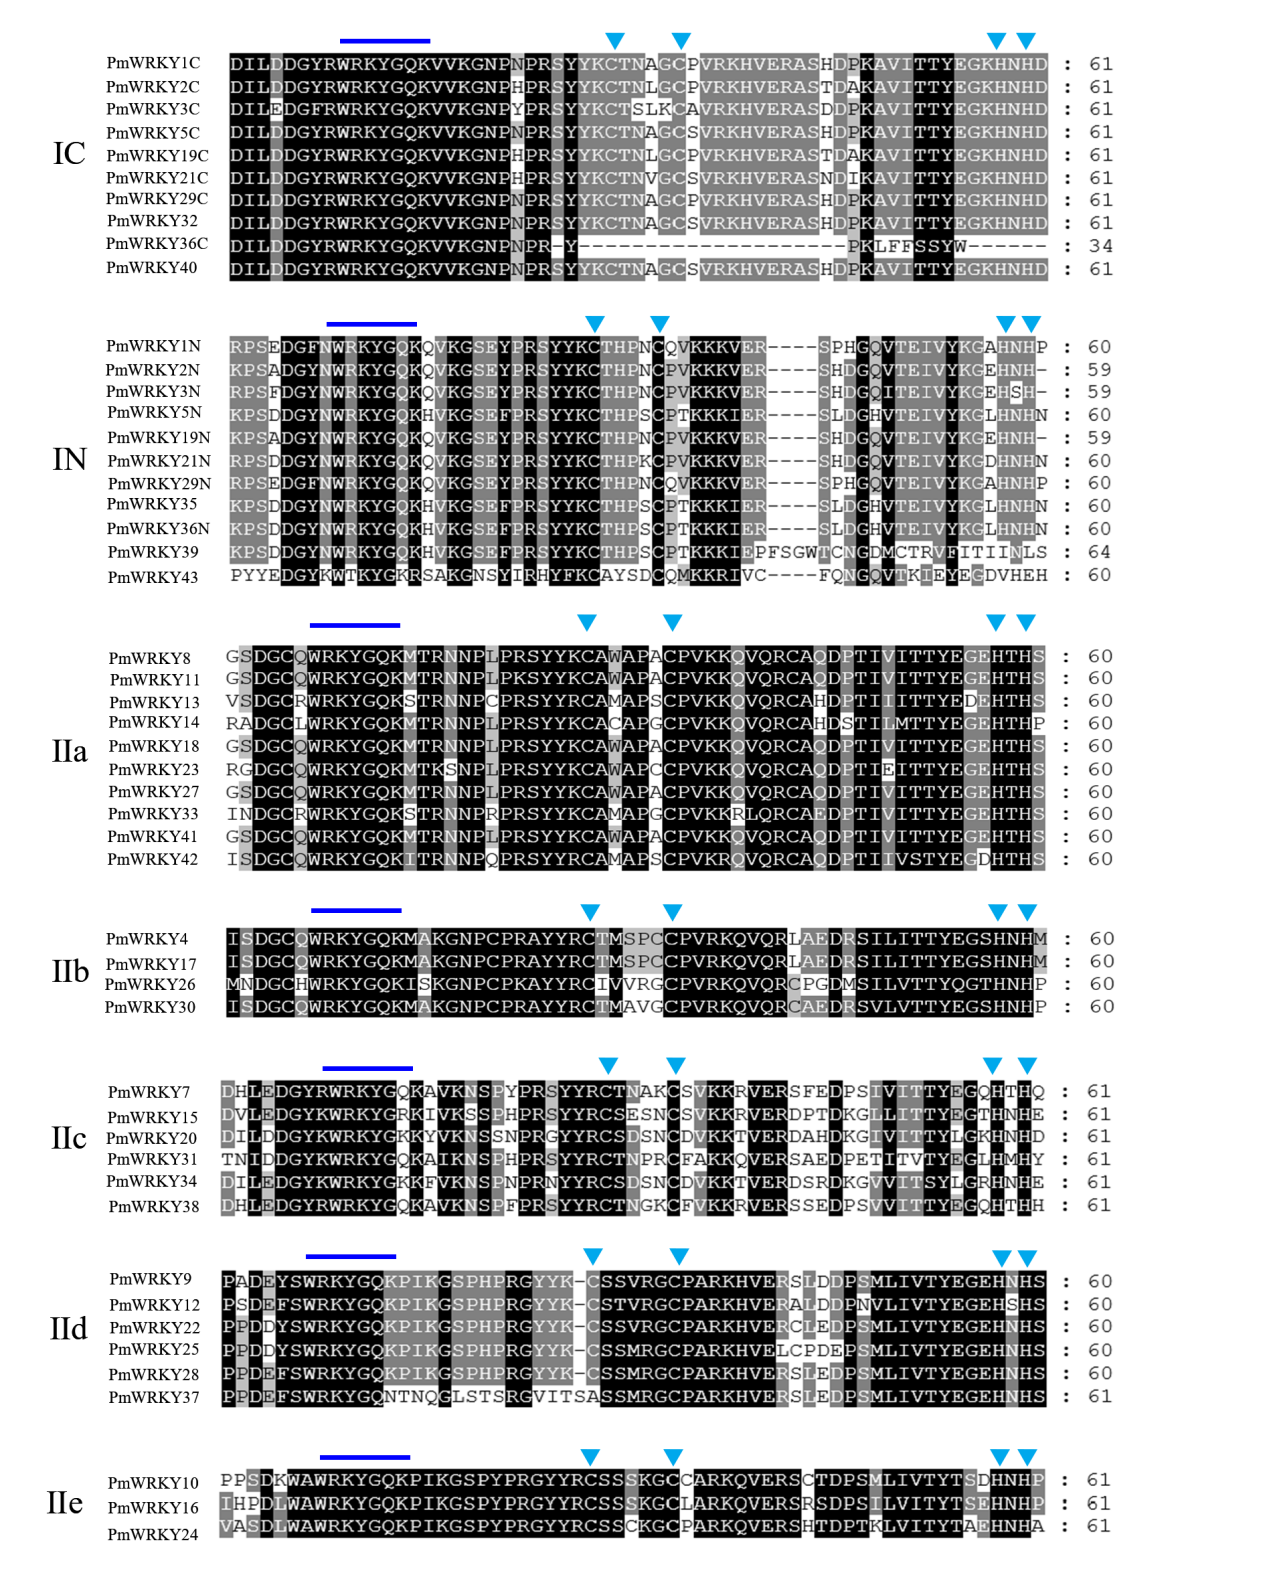

Supplementary Fig 1. Sequence alignment of WRKY conserved domain proteins in *P. massoniana*. The horizontal line represents the WRKY conserved heptapeptide domain. The blue arrow indicates the zinc finger structure.

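Supplementary Fig. 1 aligns the WRKY domains of the PmWRKY proteins within each subfamily, with the N-terminal and C-terminal domains of family I shown separately as IN and IC. Of the family I proteins with a single domain, PmWRKY32 and PmWRKY40 are aligned in IC and PmWRKY35, PmWRKY39 and PmWRKY43 in IN. The family III protein PmWRKY6 is not shown. The paper's methods name ClustalW for the alignments and GeneDoc for the drawing. Shading marks residues shared by the sequences of a subfamily, so a varied heptapeptide appears as a break in the shaded block under the horizontal line. The cysteine and histidine residues of the zinc finger are marked by arrows further along the domain. From these alignments the paper states that the heptapeptide varies in a few proteins of subfamilies IN, IIc and IId and that the zinc finger of PmWRKY36 is missing from its C-terminal domain. The paper also reports a varied zinc finger in PmWRKY39 and PmWRKY43.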

# Supplementary material for: Identification of WRKY transcription factor family genes in Pinus massoniana Lamb. and their expression patterns and functions in response to drought stress
**Source:** BMC Plant Biol. 2022 Sep 1;22:424. doi: 10.1186/s12870-022-03802-7
**Supplement:** Supplementary file 2 — Additional file 2: Supplementary Fig. 2. The phenotypic changes of P. massoniana seedlings treated with different concentrations of exogenous hormones.

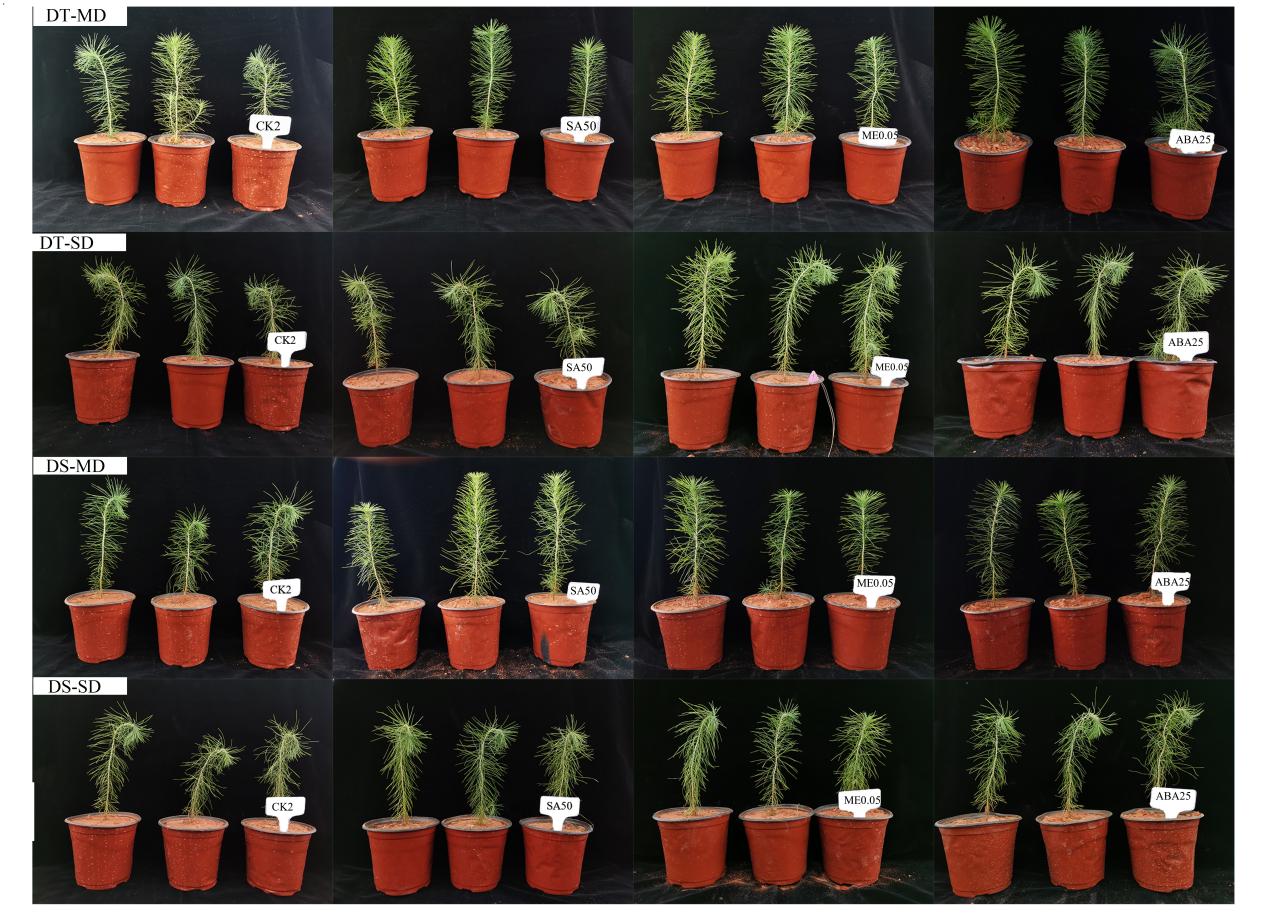

Supplementary Fig 2. The phenotypic changes of *P. massoniana* seedlings treated with different concentrations of exogenous hormones.

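Supplementary Fig. 2 shows photographs of seedlings of the drought-tolerant (DT) and drought-sensitive (DS) families at moderate (MD) and severe (SD) drought stress. The pots shown for each family and stage are the drought control without hormone (CK2) and seedlings sprayed with salicylic acid (SA), methyl jasmonate (MeJA) or abscisic acid (ABA). The photographs show the posture of the shoots and carry no measured value. The paper refers to them both for the choice of the hormone concentrations and for the grading of drought stress.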

# Supplementary material for: Identification of WRKY transcription factor family genes in Pinus massoniana Lamb. and their expression patterns and functions in response to drought stress
**Source:** BMC Plant Biol. 2022 Sep 1;22:424. doi: 10.1186/s12870-022-03802-7
**Supplement:** Supplementary file 3 — Additional file 3: Supplementary Fig. 3. The schematic diagram of drought stress treatment and sampling process of P. massoniana.

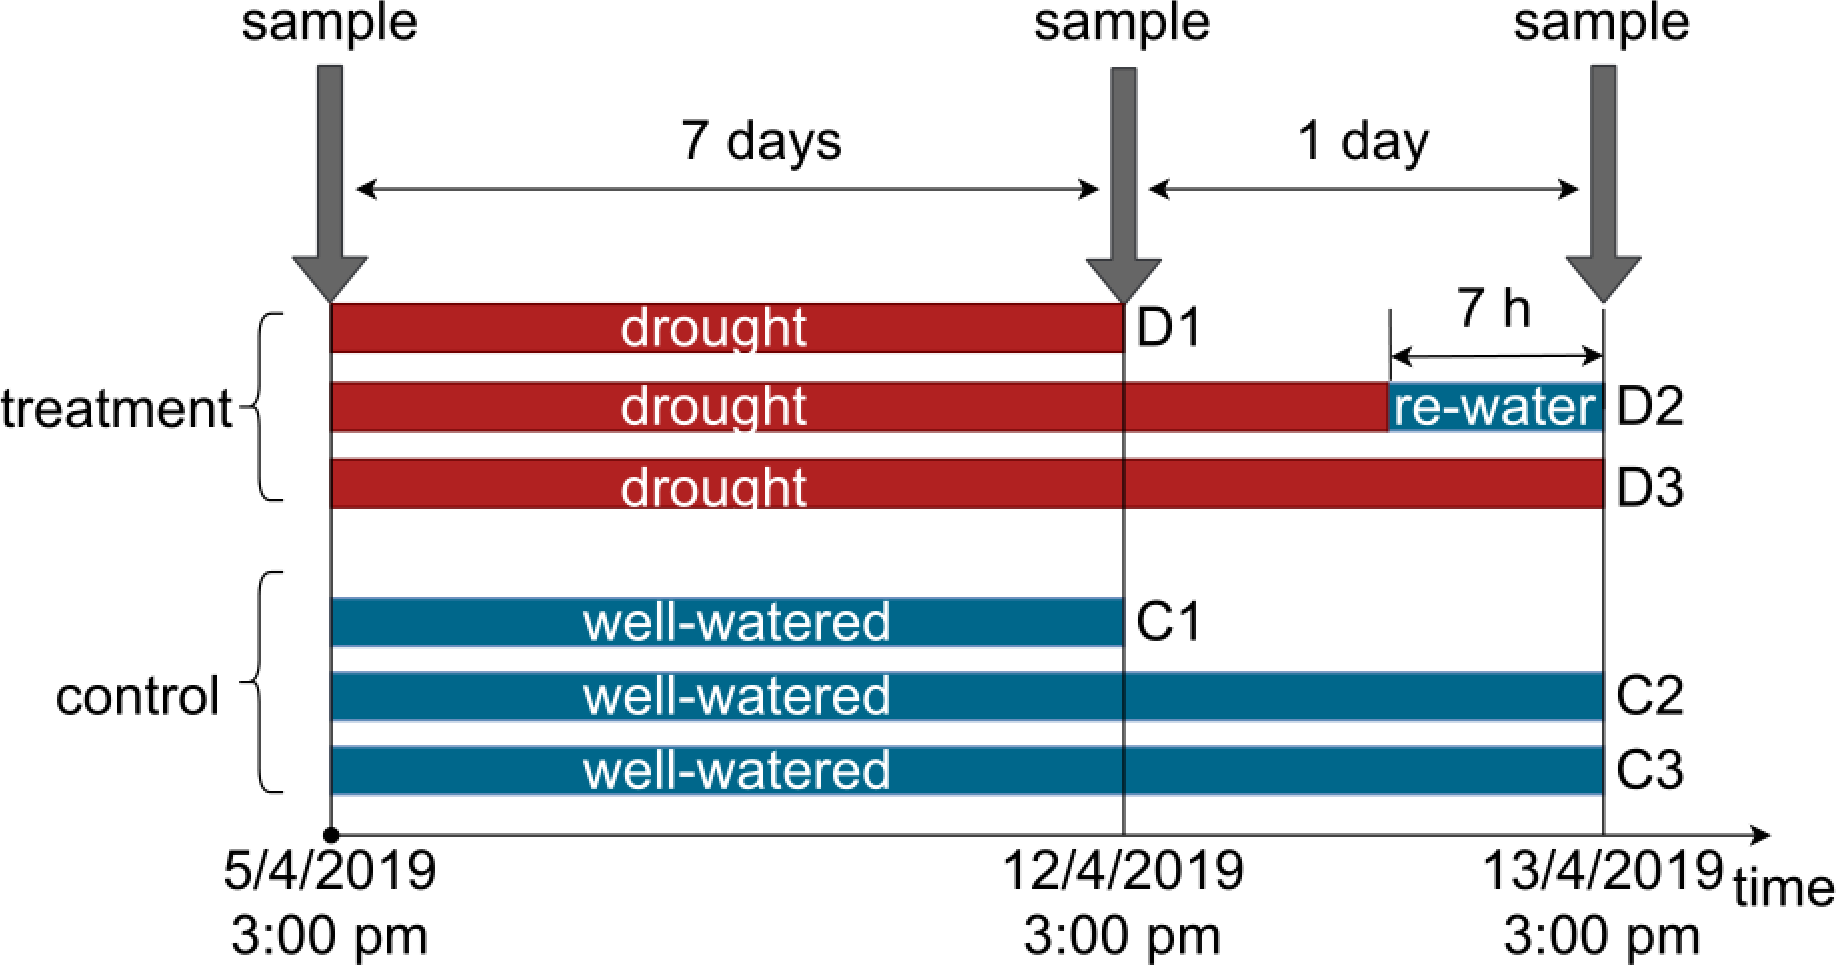

Supplementary Fig 3. The schematic diagram of drought stress treatment and sampling process of *P. massoniana*.

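Supplementary Fig. 3 gives the sampling scheme of the drought transcriptome from which the paper drew its heatmap of PmWRKY expression in roots. The treatment group (D) was left without water, and the control group (C) was watered normally. A first pair of samples (D1 and C1) was taken after the first period of drought. For the second sample of the treatment group (D2) the seedlings were watered again some hours before sampling, whereas the third (D3) stayed under drought to the end. D2, D3 and the controls C2 and C3 are drawn as sampled at the same final time. The drought transcriptome was not analysed here.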

# Supplementary material for: Identification of WRKY transcription factor family genes in Pinus massoniana Lamb. and their expression patterns and functions in response to drought stress
**Source:** BMC Plant Biol. 2022 Sep 1;22:424. doi: 10.1186/s12870-022-03802-7
**Supplement:** Supplementary file 4 — Additional file 4: Supplementary Table 1. Physical and chemical analysis of WRKY in Pinus massoniana.

**Supplementary Table 1. Physical and chemical analysis of WRKY in *Pinus massoniana***

| Gene name | Group | Domain | Amino acid number | Isoelectric point | Molecular weigh | Instability index | Hydropathicity | Subcellular localization | Transmembrane structure |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| PmWRKY1 | Ⅰ | WRKYGQK×2 | 908 | 6.54 | 98.15 | 55.86 | -0.777 | Nuclear | None |
| PmWRKY2 | Ⅰ | WRKYGQK×2 | 697 | 8.78 | 73.96 | 60.62 | -0.727 | Nuclear | None |
| PmWRKY3 | Ⅰ | WRKYGQK×2 | 656 | 8.93 | 70.81 | 56.20 | -0.797 | Nuclear | None |
| PmWRKY4 | Ⅱb | WRKYGQK | 633 | 6.54 | 69.94 | 44.51 | -0.813 | Nuclear | None |
| PmWRKY5 | Ⅰ | WRKYGQK×2 | 678 | 6.07 | 74.00 | 50.46 | -0.770 | Nuclear | None |
| PmWRKY6 | Ⅲ | WRKYGQK | 477 | 5.56 | 52.48 | 58.87 | -0.689 | Nuclear | None |
| PmWRKY7 | Ⅱc | WRKYGQK | 475 | 5.82 | 50.90 | 73.73 | -0.703 | Nuclear | None |
| PmWRKY8 | Ⅱa | WRKYGQK | 267 | 9.66 | 29.37 | 54.17 | -0.583 | Nuclear | None |
| PmWRKY9 | Ⅱd | WRKYGQK | 342 | 9.56 | 36.92 | 45.40 | -0.678 | Nuclear | None |
| PmWRKY10 | Ⅱe | WRKYGQK | 422 | 4.68 | 45.69 | 61.24 | -0.510 | Nuclear | None |
| PmWRKY11 | Ⅱa | WRKYGQK | 416 | 8.55 | 46.11 | 49.50 | -0.668 | Nuclear | None |
| PmWRKY12 | Ⅱd | WRKYGQK | 348 | 9.42 | 37.52 | 49.81 | -0.510 | Nuclear | None |
| PmWRKY13 | Ⅱa | WRKYGQK | 380 | 8.66 | 42.70 | 50.06 | -0.803 | Nuclear | None |
| PmWRKY14 | Ⅱa | WRKYGQK | 340 | 8.72 | 37.65 | 54.31 | -0.734 | Nuclear | None |
| PmWRKY15 | Ⅱc | WRKYGRK | 249 | 7.61 | 27.91 | 43.53 | -0.786 | Nuclear | None |
| PmWRKY16 | Ⅱe | WRKYGQK | 475 | 5.37 | 50.85 | 51.36 | -0.631 | Nuclear | None |
| PmWRKY17 | Ⅱb | WRKYGQK | 739 | 6.28 | 80.99 | 45.98 | -0.664 | Nuclear | None |
| PmWRKY18 | Ⅱa | WRKYGQK | 387 | 8.87 | 42.87 | 51.34 | -0.687 | Nuclear | None |
| PmWRKY19 | Ⅰ | WRKYGQK×2 | 504 | 9.43 | 54.59 | 54.70 | -0.848 | Nuclear | None |
| PmWRKY20 | Ⅱc | WRKYGKK | 235 | 8.69 | 26.56 | 54.66 | -0.891 | Nuclear | None |
| PmWRKY21 | Ⅰ | WRKYGQK×2 | 734 | 9.08 | 80.25 | 56.38 | -0.716 | Nuclear | None |
| PmWRKY22 | Ⅱd | WRKYGQK | 359 | 9.82 | 40.62 | 67.27 | -0.896 | Nuclear | None |
| PmWRKY23 | Ⅱa | WRKYGQK | 246 | 8.88 | 27.29 | 60.86 | -0.653 | Nuclear | None |
| PmWRKY24 | Ⅱe | WRKYGQK | 443 | 6.47 | 48.05 | 50.31 | -0.677 | Nuclear | None |
| PmWRKY25 | Ⅱd | WRKYGQK | 342 | 9.37 | 38.03 | 50.20 | -0.459 | Nuclear | None |
| PmWRKY26 | Ⅱb | WRKYGQK | 351 | 8.82 | 39.30 | 57.86 | -0.706 | Nuclear | None |
| PmWRKY27 | Ⅱa | WRKYGQK | 274 | 8.44 | 29.87 | 54.73 | -0.608 | Nuclear | None |
| PmWRKY28 | Ⅱd | WRKYGQK | 364 | 9.68 | 40.43 | 61.56 | -0.636 | Nuclear | None |
| PmWRKY29 | Ⅰ | WRKYGQK×2 | 687 | 6.18 | 74.00 | 63.60 | -0.829 | Nuclear | None |
| PmWRKY30 | Ⅱb | WRKYGQK | 642 | 6.06 | 69.36 | 51.87 | -0.618 | Nuclear | None |
| PmWRKY31 | Ⅱc | WRKYGQK | 465 | 4.92 | 51.52 | 63.91 | -0.721 | Nuclear | None |
| PmWRKY32 | Ⅰ | WRKYGQK | 234 | 10.19 | 26.15 | 35.05 | -0.897 | Nuclear | None |
| PmWRKY33 | Ⅱa | WRKYGQK | 400 | 5.88 | 44.30 | 54.86 | -0.737 | Nuclear | None |
| PmWRKY34 | Ⅱc | WRKYGKK | 245 | 8.43 | 28.27 | 56.17 | -0.855 | Nuclear | None |
| PmWRKY35 | Ⅰ | WRKYGQK | 120 | 9.02 | 13.48 | 73.44 | -0.867 | Nuclear | None |
| PmWRKY36 | Ⅰ | WRKYGQK×2 | 531 | 5.72 | 58.10 | 51.08 | -0.697 | Nuclear | None |
| PmWRKY37 | Ⅱd | WRKYGQN | 180 | 9.18 | 19.65 | 41.02 | -0.320 | Nuclear | None |
| PmWRKY38 | Ⅱc | WRKYGQK | 478 | 6.82 | 53.00 | 70.93 | -1.000 | Nuclear | None |
| PmWRKY39 | Ⅰ | WRKYGQK | 177 | 8.97 | 19.61 | 51.31 | -0.307 | Nuclear | None |
| PmWRKY40 | Ⅰ | WRKYGQK | 237 | 10.23 | 27.12 | 36.07 | -0.594 | Nuclear | None |
| PmWRKY41 | Ⅱa | WRKYGQK | 387 | 8.75 | 43.00 | 46.29 | -0.625 | Nuclear | None |
| PmWRKY42 | Ⅱa | WRKYGQK | 396 | 8.00 | 43.45 | 42.25 | -0.533 | Nuclear | None |
| PmWRKY43 | Ⅰ | WTKYGKR | 432 | 8.22 | 48.29 | 46.80 | -0.779 | Nuclear | None |

# Supplementary material for: Identification of WRKY transcription factor family genes in Pinus massoniana Lamb. and their expression patterns and functions in response to drought stress
**Source:** BMC Plant Biol. 2022 Sep 1;22:424. doi: 10.1186/s12870-022-03802-7
**Supplement:** Supplementary file 5 — Additional file 5: Supplementary Table 2. Effects of exogenous hormones at different concentrations on biomass and root-shoot ratio of Pinus massoniana (19–214 and 19–220) under drought stress.

**Supplementary Table 2 Effects of exogenous hormones at different concentrations on biomass and root-shoot ratio of *Pinus massoniana* (19–214 and 19–220) under drought stress**

| Treatments | The total biomass | The total aboveground biomass | The total underground biomass | Root-shoot ratio |
| --- | --- | --- | --- | --- |
| **19–214** | | | | |
| CK1 | 1.032±0.148a | 0.928±0.134a | 0.104±0.019b | 0.113±0.014b |
| CK2 | 0.838±0.065b | 0.725±0.075b | 0.113±0.019ab | 0.159±0.037ab |
| SA10 | 0.906±0.233ab | 0.784±0.204b | 0.122±0.037ab | 0.158±0.037ab |
| SA25 | 0.969±0.135ab | 0.843±0.128ab | 0.127±0.035ab | 0.153±0.050b |
| SA50 | 0.897±0.176ab | 0.756±0.191b | 0.141±0.053a | 0.198±0.072a |
| SA100 | 0.868±0.125b | 0.747±0.123b | 0.121±0.040ab | 0.166±0.062ab |
| SA250 | 0.834±0.184b | 0.714±0.153b | 0.120±0.035ab | 0.167±0.025ab |
| CK1 | 1.032±0.148a | 0.928±0.134a | 0.104±0.019b | 0.113±0.014c |
| CK2 | 0.838±0.065b | 0.725±0.075b | 0.113±0.019b | 0.159±0.037b |
| MeJA0.01 | 0.854±0.062b | 0.722±0.054b | 0.132±0.029ab | 0.184±0.043ab |
| MeJA0.1 | 0.852±0.151b | 0.715±0.011b | 0.137±0.047ab | 0.187±0.049ab |
| MeJA0.2 | 0.898±0.164b | 0.750±0.139b | 0.148±0.039a | 0.199±0.048a |
| MeJA0.5 | 0.894±0.182b | 0.743±0.141b | 0.151±0.051a | 0.202±0.047a |
| MeJA1 | 0.895±0.144b | 0.759±0.115b | 0.136±0.037ab | 0.179±0.049ab |
| CK1 | 1.032±0.148a | 0.928±0.134a | 0.104±0.019b | 0.113±0.014b |
| CK2 | 0.838±0.065b | 0.725±0.075b | 0.113±0.019ab | 0.159±0.037a |
| ABA2 | 0.886±0.205b | 0.761±0.186b | 0.125±0.032ab | 0.167±0.040a |
| ABA5 | 0.820±0.080b | 0.707±0.091b | 0.112±0.050ab | 0.164±0.070a |
| ABA10 | 0.932±0.198ab | 0.802±0.173ab | 0.130±0.041ab | 0.165±0.050a |
| ABA25 | 0.954±0.168ab | 0.809±0.144ab | 0.145±0.053a | 0.181±0.059a |
| ABA50 | 0.798±0.136b | 0.690±0.117b | 0.109±0.023b | 0.158±0.022a |
| **19–220** | | | | |
| CK1 | 1.102±0.244a | 0.981±0.224a | 0.121±0.030a | 0.124±0.025b |
| CK2 | 0.867±0.154b | 0.754±0.119b | 0.113±0.040a | 0.147±0.034ab |
| SA10 | 0.862±0.109b | 0.750±0.098b | 0.112±0.021a | 0.150±0.027ab |
| SA25 | 0.959±0.133ab | 0.822±0.098b | 0.137±0.049a | 0.165±0.047a |
| SA50 | 0.932±0.203b | 0.797±0.195b | 0.136±0.024a | 0.178±0.051a |
| SA100 | 0.983±0.150ab | 0.844±0.143ab | 0.139±0.017a | 0.168±0.032a |
| SA250 | 0.876±0.197b | 0.757±0.139b | 0.119±0.070a | 0.152±0.060ab |
| CK1 | 1.102±0.244a | 0.981±0.224ab | 0.121±0.030ab | 0.124±0.025b |
| CK2 | 0.867±0.154b | 0.754±0.119b | 0.113±0.040b | 0.147±0.034b |
| MeJA0.01 | 0.852±0.222b | 0.712±0.165ab | 0.140±0.066ab | 0.191±0.064a |
| MeJA0.1 | 0.786±0.125b | 0.665±0.107ab | 0.122±0.030ab | 0.183±0.035ab |
| MeJA0.2 | 0.908±0.220b | 0.774±0.194ab | 0.133±0.035ab | 0.174±0.032ab |
| MeJA0.5 | 0.975±0.213ab | 0.820±0.193a | 0.155±0.033a | 0.195±0.052a |
| MeJA1 | 0.939±0.149ab | 0.794±0.122ab | 0.145±0.034ab | 0.182±0.028ab |
| CK1 | 1.102±0.244a | 0.981±0.224a | 0.121±0.030ab | 0.124±0.025c |
| CK2 | 0.867±0.154b | 0.754±0.119b | 0.113±0.040b | 0.147±0.034bc |
| ABA2 | 0.999±0.202ab | 0.871±0.164ab | 0.128±0.048ab | 0.145±0.042bc |
| ABA5 | 0.868±0.134b | 0.753±0.122b | 0.116±0.015b | 0.155±0.016b |
| ABA10 | 0.891±0.126b | 0.775±0.117b | 0.116±0.021b | 0.152±0.027bc |
| ABA25 | 0.942±0.152ab | 0.794±0.137b | 0.147±0.026a | 0.188±0.036a |
| ABA50 | 0.962±0.247ab | 0.818±0.211b | 0.144±0.037ab | 0.176±0.011ab |

Note: Different lowercase letters indicate significant differences at the 0.05 level.

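Supplementary Table 2 gives the biomass of seedlings of the drought-sensitive (DS) and the drought-tolerant (DT) family after spraying with 3 hormones at 5 concentrations each, beside normally watered (CK1) and drought-stressed (CK2) controls. The root-shoot ratio is the underground biomass divided by the aboveground biomass. All values are the paper's. The table does not say whether its errors are SD or SEM, nor how many seedlings they cover. The concentrations used for the expression experiments, 50 mg/L SA, 0.5 mmol/L MeJA and 25 mg/L ABA, had the highest root-shoot ratio of their series in all 6 combinations of hormone and family. In the DS family the paper's ratio was 0.198 ± 0.072 with SA, 0.202 ± 0.047 with MeJA and 0.181 ± 0.059 with ABA, against 0.159 ± 0.037 in CK2 and 0.113 ± 0.014 in CK1. In the DT family it was 0.178 ± 0.051 with SA, 0.195 ± 0.052 with MeJA and 0.188 ± 0.036 with ABA, against 0.147 ± 0.034 in CK2 and 0.124 ± 0.025 in CK1. By the letters of the table at the 0.05 level, the ratio at the chosen concentration differed from CK2 in 3 of the 6 combinations, which were MeJA in both families and ABA in the DT family. In the other 3 it shared a letter with CK2. The chosen concentration also shared a letter with 20 of the 24 other concentrations in its series, and differed from the remaining 4, which were 1 SA concentration in the DS family and 3 ABA concentrations in the DT family. Underground biomass was highest at the chosen concentration in 5 of the 6 combinations, and total biomass in 2. The exception for underground biomass was SA in the DT family, with 0.136 at the chosen concentration, 0.137 at 25 mg/L and 0.139 at 100 mg/L. The paper states that it chose the concentrations from these results and from the photographs in Supplementary Fig. 2.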

# Supplementary material for: Identification of WRKY transcription factor family genes in Pinus massoniana Lamb. and their expression patterns and functions in response to drought stress
**Source:** BMC Plant Biol. 2022 Sep 1;22:424. doi: 10.1186/s12870-022-03802-7
**Supplement:** Supplementary file 6 — Additional file 6: Supplementary Table 3. qRT-PCR Primer sequences of the genes.

**Supplementary Table 3 qRT-PCR Primer sequences of the genes**

| Gene name | Forward primer (5′–3′) | Reverse primer (5′–3′) | Length (bp) |
| --- | --- | --- | --- |
| *PmWRKY6* | GGCTGTCAGGCGACGAAGAAAG | GGAGTTGAAGAAGGCGGGCATC | 112 |
| *PmWRKY10* | ACGATGGACCGCCCTCAGATAAG | TCAGTGCAGCTCCGTTCAACTTG | 144 |
| *PmWRKY22* | AATGTAGCAGTGTGAGAGGTTGTCC | GATTCGGGCTTCCAGAGAGTTTCC | 129 |
| *PmWRKY30/31* | ATGATAAGCGATGGGTGCCAATGG | ACCTCTGAACCTGTTTGCGAACG | 127 |
| *PmCYP* | CAAGGGTTCGTCGTTCCAC | GGCAAACTTCTCGCCGTA | 109 |
| *NbAction* | TGGACTCTGGTGATGGTGTCA | ACATGTAACCACGCTCGGTA | 141 |
| *NbAPX* | TTGGCTGGAGTGGTTGCTGTTG | CATCAGGCAGGCGACCTTCAAG | 106 |
| *NbCBL* | GACACGAAGATCCTGTAGTCCTTGC | CCGAACCGCTACTATTCTTGACCAG | 96 |
| *NbCAT* | CCTGTTCGCCATGCTGAGAAGTATC | TTCTTGCCTGTCTGGTGTGAATGAG | 138 |
| *NbWRKY1* | TCACCGCTGGCGCAAATATGG | GCCCTCTCCACATGCTTCTTCAC | 111 |
| *NbWRKY8* | CGACGACGAAGAAGAACCAGACTC | CTGTTCTGCTTCCTGGTGCTGAC | 83 |
| *NbWRKY9* | ACGGCTGCTACTTCACCATCAATG | TTTGCTGGTTGGCTTGTTGTTGC | 94 |
| *NbWRKY10* | TTCACGGGTCAGGGCAGAAGAG | TGCAGGCAGTGTTGGAAGTTGTC | 109 |
| *NbWRKY11* | CCTCCAAGCCCAAGTCCAAGAAC | GCTCCATCAGAATTGCCAACATGC | 146 |
| *NbWRKY12* | GGCGGCAACTGACCCTAAAGC | TTGGCGGTATTGTGGCTACTGTTC | 96 |
| *NbWRKY13* | GGTTTGTTGGGTTCGCCTTTGTTG | CGCTGCTGAAGAAGTCGGATAGTC | 150 |
| *NbWRKY14* | CCTCAACCAAGCAGACGCAGAAG | AAGCAGGGAGAGCACCATTTAAGC | 127 |
| *NbWRKY15* | AATGTTCGTCTCAGGTGGCTTCAG | CTTGTCCGATGGTTCGCTGTCC | 125 |

How the deposited data were processed for this re-analysis (not part of the article)

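Of the experiments in the paper, processed files were analysed here for the insect-resistant transcriptome, 1 of the sources of the PmWRKY sequences. It has 2 mRNA-seq libraries, 1 from insect-resistant and 1 from poorly insect-resistant P. massoniana, each listed with young and old leaves and stems. Conditions were taken from the sample records. The drought transcriptome, the qRT-PCR measurements and the tobacco experiments were not analysed here.

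The values the authors deposited are estimated counts, also called expected counts, per unigene and library, without normalization. The authors assembled the reads with Trinity, and the paper's methods name Bowtie and RSEM for expression levels, without versions. Because RSEM divides reads among similar unigenes, the count of a unigene depends on which other unigenes were assembled. Reads were counted on an assembly of the samples themselves, so a transcript missing from the assembly has no count. No sequence, length or annotation of the unigenes was used here, and no unigene was assigned to a PmWRKY.

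Counts were rounded to whole numbers. The total was 30840647 in the insect-resistant and 29657524 in the poorly insect-resistant library. Shares of a library are given with 95% Wilson intervals, and the smallest share that can be shown is taken as 3 counts of the total. Reads without molecular identifiers are not independent molecules, so intervals and floors cover counting error only.

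Library sizes were scaled by the TMM method of edgeR 4.0.16, with factors of 0.988 for the insect-resistant and 1.01 for the poorly insect-resistant library. Each of the 33334 unigenes with at least 10 reads in the 2 libraries together was tested with a two-sided exact binomial test on its reads, with Benjamini-Hochberg adjustment. Unigenes were counted as higher or lower at an adjusted p of at most 0.001 and a log2 ratio of at least 2 in size, with a pseudocount of 1. These are the thresholds the paper gives for its drought RNA-seq. The paper's text names none for these libraries. With 1 library per condition the test compares 2 libraries, and it includes no variation between trees. Correlations were computed across unigenes on log2(scaled count + 1).

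The procedure was tested on simulated counts in which 200 unigenes had a true log2 ratio of 3 in either direction. These 200 were drawn from unigenes with at least 100 reads in the 2 libraries together. Recovery below 100 reads, where 71.4% of the unigenes past both thresholds lie, was therefore not tested. With counting error only it recovered 200 of them and called 0 unchanged unigenes. With a coefficient of variation of 0.4 between libraries it recovered 186 and called 680 of 33084 unchanged unigenes.

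The unigenes named by identifier were fixed by a rule before the data were examined: the 2 with the largest positive and the 2 with the largest negative log2 ratio past both thresholds, and the most abundant unigene of each library. The alternatives were fixed at the same time. They were total counts and the size factors of DESeq2 1.42.0 in place of TMM, other minimum counts, pseudocounts of 0.1 and 5, a log2 ratio threshold of 1, and the edgeR exact test with assumed coefficients of variation of 0.1 and 0.4. For the descriptions of each library they were minimums of 20 and 50 reads, the 100 most abundant unigenes, Spearman's rho, and thinning of the deeper library to the total of the other.

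Tallies of Supplementary Tables 1 to 3 were computed from the text of those tables. Computations were run in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and in R 4.3.3.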

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

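The tests against simulated libraries, on whole-number counts and on unigenes of the same component were chosen only after the number of unigenes read in a single library was seen.

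The paper does not report on expression in these libraries. Signal was present in unigenes with a rounded count of 0 in the other library. In the insect-resistant library 759 unigenes had at least 10 reads and 0 in the poorly insect-resistant library, and in the poorly insect-resistant library 639 unigenes had at least 10 reads and 0 in the insect-resistant library. Their median count was 18 and 16 reads, and together they held 0.0803% and 0.0996% of the reads of their libraries. Of these unigenes, 32 in the insect-resistant and 55 in the poorly insect-resistant library had at least 100 reads.

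Several explanations were tested. When the reads of every unigene were divided at random between the libraries by library size, at most 10 such unigenes appeared in any of 100 draws, against 1398 in the data. With variation between trees at an assumed coefficient of variation of 0.4 and no difference between the libraries, at most 70 appeared in any of 100 draws. With 1 library per condition the true variation between trees and between library preparations is unknown, so the pattern cannot be told apart from a larger variation of this kind. The larger library holds 1.04 times the counts of the other, and thinning it to the same total left 733 and 649 unigenes. If reads divided in fractions among similar unigenes were the source, whole-number counts should be less frequent here. The nonzero count was whole in 94.7% of these unigenes and in 93.6% of others matched on count. Shared reads assigned entirely to a single unigene would also leave whole numbers, so this test cannot exclude that source. Alleles assembled as separate unigenes of one component should move in opposite directions. Among these unigenes that had another unigene of the same component with at least 10 reads, 3.17% had one going the other way, but 63 of 1398 had such a partner, so this test is void for the set. Reads from another organism, a difference in library preparation, and alleles assembled into separate components were not tested, since no sequence was used. A difference between insect-resistant and poorly insect-resistant trees is a hypothesis that these libraries cannot separate from the explanations left open.

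A single unigene, comp21898_c0, had 10367 reads in the poorly insect-resistant library and 1 in the insect-resistant library, a log2 ratio of -12.36 with a pseudocount of 1. At 349.6 CPM it lies above the 0.101 CPM that 3 counts give in that library. It had the largest negative log2 ratio past both thresholds with a pseudocount of 1, but this rank depends on the pseudocount. With a pseudocount of 0.1 its log2 ratio was -13.22, and comp49797_c0 had a larger negative log2 ratio of -13.97. With a pseudocount of 5 its log2 ratio was -10.78. The edgeR exact test with an assumed coefficient of variation of 0.4 does not recompute this log2 ratio, so it cannot check its size. The unigene was chosen for its extreme log2 ratio, so staying past the log2 ratio threshold shows no stability. What transcript it is was not analysed here, and no biological explanation was tested for this unigene.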

How the results depend on the processing

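The alternatives below were set before the data were examined. With 1 library per condition there was no replicate to leave out, and no other split of the samples exists. No paired analysis was possible because each condition has a single library.

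The number of unigenes higher and lower in the insect-resistant library was 1406 and 1330. With total counts, DESeq2 size factors, no minimum beyond 1 read, pseudocounts of 0.1 and 5, and an assumed coefficient of variation of 0.1, it stayed between 1060 and 1443 higher and between 1007 and 1370 lower. With at least 10 reads required in each library it fell to 366 higher and 304 lower. With a log2 ratio threshold of 1 it rose to 2772 higher and 2392 lower. In the edgeR exact test with an assumed coefficient of variation of 0.4 it fell to 139 higher and 172 lower. A lower log2 ratio threshold at the same adjusted p can only raise the numbers. For the other changes the cause was not tested, apart from the simulated variation described for the unigenes past both thresholds. The order of the 2 numbers was reversed only in the edgeR exact test with a coefficient of variation of 0.4.

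Unigenes read in the insect-resistant library only numbered 337 with at least 20 reads and 94 with at least 50 reads, against 759 with at least 10. In the poorly insect-resistant library the numbers were 275 and 106, against 639, so the order of the libraries was reversed at 50 reads. Unigenes detected fell to 26618 and 26870 with a minimum of 10 reads, and the median unigene had 8 reads. With the deeper library thinned to the total of the other, 49166 and 49875 unigenes were detected, and 733 and 649 were read in one library only. The 100 most abundant unigenes held 20.2% of the counts in the insect-resistant and 21.7% in the poorly insect-resistant library. The correlation of the libraries was 0.804 as Spearman's rho against 0.916 as Pearson's r. Among unigenes with at least 10 reads in each library both were 0.955, so the gap between the coefficients was seen only with the other unigenes included. Higher minimums could only lower the numbers of unigenes, and the 100 most abundant unigenes include the 10 most abundant. Those changes therefore follow from the definitions. For the other changes in this paragraph, including the order of the libraries at 50 reads, the cause was not tested.

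The log2 ratios of the 5 unigenes named by identifier are recomputed only by the alternatives for scaling and pseudocount, under which they kept their direction and their side of the thresholds. Since 4 of the 5 were chosen for their extreme log2 ratios, this shows no stability. The minimum of 10 reads in each library excluded comp41602_c0, comp53098_c0, comp21898_c0 and comp49797_c0.

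The standard deviation of the log2 ratio was 1.84 among unigenes with 10 to 100 reads in the 2 libraries together, 1.33 among those with 100 to 1000, 0.687 among those with 1000 to 10000 and 0.799 among those with more. Whether depth is the cause of this spread was not tested.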

Differences from the paper's values

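The paper's text names PmWRKY40 as the only PmWRKY whose instability index is not above the threshold. In its Supplementary Table 1, PmWRKY32 has an index of 35.05, below that of PmWRKY40 at 36.07, and 41 proteins are above 40. The paper's text describes family I as having a pair of WRKY domains. In Supplementary Table 1, 8 of the 13 family I members are listed with 2 heptapeptides and 5 with a single one. None of the alternatives set before the data were examined applies to these tallies.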

Other observations

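The binomial test of the unigenes was planned before the data were examined. The other tests in this part were chosen after the patterns had been seen in the same data.

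Of the 33334 tested unigenes, 2736 (8.21%) passed both thresholds and 12142 (36.4%) passed the adjusted p alone. Past both thresholds were 13.0% of the unigenes with 10 to 100 reads in the 2 libraries together, 7.15% of those with 100 to 1000, 1.43% of those with 1000 to 10000 and 1.54% of those with more. The number past both thresholds was set against simulated libraries with no difference. Counting error alone gave 0 such unigenes in each of 100 draws. That outcome was fixed in advance, because the draws follow the null hypothesis of the binomial test itself. With an assumed coefficient of variation of 0.4, up to 741 unigenes passed, with a median of 684. Variation between trees of this size would therefore account for part of the 2736 unigenes, and with 1 library per condition the share that it accounts for cannot be told.

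Unigenes of one Trinity component had similar log2 ratios. For the 1155 components with at least 2 unigenes of at least 50 reads, the log2 ratios of the 2 most abundant unigenes had a Pearson's r of 0.812 across components, which are not independent replicates, and the same sign in 77.1%. Shuffling the log2 ratios among unigenes of similar abundance gave at most 0.0798 in 100 shuffles. Among the 393 pairs with whole-number counts throughout, r was 0.907. Shared abundance and reads divided in fractions therefore leave the pattern unexplained in these tests. Shared reads assigned entirely to a single unigene would also leave whole numbers, and were not tested. A candidate explanation is that the unigenes of a component are pieces of one transcript or copies of one gene, which would need their sequences and was not tested.

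Unigenes with adjacent component numbers seemed to share their direction when the extreme log2 ratios were read by eye. A test across 13661 adjacent pairs of components with at least 50 reads went against this. Pearson's r was 0.0112, within the 100 shuffles by abundance, whose highest value was 0.0246. It was 0.0465 among the 2051 pairs with whole-number counts, a value that 2 of the 100 shuffles of the same pairs reached, and 0.0038 between components 100 numbers apart. The impression from the extreme unigenes did not hold across the assembly.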
